# Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells

**DOI:** 10.1371/journal.pone.0307178

**Published:** 2024-07-19

**Authors:** Resh Carter, Jim J. Petrik, Roger A. Moorehead

## Abstract

Women diagnosed with ovarian cancer frequently have a poor prognosis as their cancer is often diagnosed at more advanced stages when the cancer has metastasized. At this point surgery cannot remove all the tumor cells and while ovarian cancer cells often initially respond to chemotherapeutic agents like carboplatin and paclitaxel, resistance to these agents frequently occurs. Thus, novel therapies are required for the treatment of advanced stage ovarian cancer. One therapeutic option being explored is the regulation of non-coding RNAs such as microRNAs. An advantage of microRNAs is that they can regulate tens, hundreds and sometimes thousands of mRNAs in cells and thus may be more effective than chemotherapeutic agents or targeted therapies. To investigate the therapeutic potential of miR-200s in ovarian cancer, lentiviral vectors were used to overexpress both miR-200 clusters in two murine ovarian cancer cell lines, ID8 and 28–2. Overexpression of miR-200s reduced the expression of several mesenchymal genes and proteins, significantly inhibited proliferation as assessed by BrdU flow cytometry and significantly reduced invasion through Matrigel coated transwell inserts in both cell lines. Overexpression of miR-200s also increased basal apoptosis approximately 3-fold in both cell lines as determined by annexin V flow cytometry. Pathway analysis of RNA sequencing of control and miR-200 overexpressing ovarian cancer cells revealed that genes regulated by miR-200s were involved in processes like epithelial mesenchymal transition (EMT) and cell migration. Therefore, miR-200s can inhibit proliferation and increase apoptosis while suppressing tumor cell invasion and thus simultaneously target three key cancer pathways.

## Introduction

Globally, ovarian cancer is the most lethal gynecological cancer with over 300,000 cases and over 200,000 deaths in 2020 [1]. There are 5 main ovarian cancer subtypes, high grade serous ovarian cancer (HGSOC), endometrioid carcinoma (EC), clear cell carcinoma (CCC), mucinous carcinoma (MC) and low grade serous ovarian cancer (LGSOC) with HGSOC being the most prevalent form [2]. The lack of specific symptoms associated with ovarian cancer (i.e. bloating, pain, nausea) means that ovarian cancer is typically diagnosed at later disease stages where the five year survival rate is approximately 29% [3]. There are several risk factors including an increased number of ovulatory cycles, endometriosis, polycystic ovarian syndrome, and genetic factors like *BRCA1*/*BRCA2* mutations [3]. Treatment of ovarian cancer typically involves debulking surgery followed by chemotherapy with platinum-based chemotherapies like cisplatin or carboplatin in combination with paclitaxel [4]. For ovarian cancer patients with defects in homologous DNA repair, such as those with *BRCA1* or *BRCA2* mutations, Poly (ADP-ribose) polymerase (PARP) inhibitors like olaparib and niraparib have shown survival benefits in several clinical trials [5–9]. As most ovarian cancers eventually become resistant to available therapies, alternative targets like non-coding RNAs, such as microRNAs (miRNAs), are being investigated for their therapeutic potential.

miRNAs are small, non-coding RNAs that bind to mRNA and prevent mRNA translation. One highly conserved family of miRNAs is the miR-200 family [10]. The miR-200 family consists of 5 members, miR-141, miR-200a, miR-200b, miR-200c and miR-429 organized into two clusters (miR-200c/141 and miR-200b/200a/429) [11–13]. The seed sequence, the region of the miRNA predicted to bind to the 3’-UTR of mRNAs, is the same in miR-200b, miR-200c, and miR-429 while miR-200a and miR-141 share the same seed sequence [10]. Therefore, both miR-200 clusters express miRNAs with both miR-200 seed sequences and thus are predicted to share mRNA targets. The best characterized function of the miR-200 family is the regulation of epithelial and mesenchymal phenotypes. miR-200 family members negatively regulate mesenchymal transcription factors like *Zeb1/2*, *Twist1/2*, *Snai1/2*, to maintain epithelial features [13–18]. Therefore, high levels of miR-200s inhibit epithelial mesenchymal transition (EMT) and are associated with reduced migration and invasion of cancer cells [19].

The role of the miR-200 family in ovarian cancer is unclear as conflicting results have been reported. Elevated expression of miR-200s have been associated late stage, high grade disease, poor prognosis or increased tumor growth and metastasis [20–29], however, studies have also associated a decrease in miR-200 expression with late stage disease, poor prognosis or decreased tumor growth and metastasis [30–38]. Of the studies that have manipulated miR-200 expression in ovarian cancer cells, three studies found that miR-200 overexpression inhibited ovarian cancer proliferation and migration. In these studies, transfection of mimics of miR-200b and miR-200c [39] or the miR-200b/200a/429 cluster [39, 40] in ovarian cancer cells inhibited proliferation and migration in vitro. However, studies have also associated elevated miR-200 levels with increased proliferation and migration. Guan et al [29] found that overexpression of miR-200b/200a/429 in the non-transformed ovarian epithelial cell line, T80, stimulated proliferation and promoted growth in soft agar while Suo et al [41] showed that overexpression of miR-200a in OVCAR3 and A2780 ovarian cancer cells increased migration It should be noted that several of these studies only regulated the expression of one miR-200 family member. As mentioned above, miR-200s are expressed as clusters in cells with each cluster expressing at least two miR-200 family members and combined, these two members contain both miR-200 seed sequences. Therefore, studies manipulating miR-200s should alter the expression of entire miR-200 clusters, or both miR-200 clusters, to better represent the physiologic expression of miR-200s in cells.

In this study, we have manipulated both miR-200 clusters in two murine ovarian cancer cell lines (ID8 and 28–2). We found that overexpression of miR-200s reduced the expression of several mesenchymal genes, significantly inhibited proliferation and invasion while increasing apoptosis. Pathway analysis of differentially expressed genes in control and miR-200 overexpressing murine ovarian cancer cells indicated that miR-200s influenced EMT and cell migration. This study represents the first publication of miR-200 manipulation in murine ovarian cancer cells and our findings support the previously published studies that suggest miR-200s inhibit human ovarian cancer progression.

## Materials and methods

### Cell lines

ID8 and 28–2 cells have previously been described [42]. All cells were maintained in DMEM media (GIBCO, Burlington, ON) supplemented with 10% FBS, 2% glutamine, 1% sodium pyruvate, 1% 4-(2-hydroxyethyl)-1-piper- azineethanesulfonic acid (HEPES), and 1% antibiotic/antimycotic. To generate empty vector control cells (ID8EV and 28-2EV), ID8 or 28–2 cells were infected with lentiviral particles containing the pLV[Exp]-EGFP:T2A:Puro-EF1A>mCherry (vector ID: VB160109-10005, VectorBuilder Inc., Chicago, IL, USA). ID8EV and 28-2EV cells were maintained in media supplemented with 30μg/ml puromycin (InvivoGen, San Diego, CA). ID8c141 and 28-2c141 cells were created by infecting ID8 or 28–2 cells with lentiviral particles containing pLV[Exp]-mCherry:T2A:Hygro-CMV>[Ex_miR200c-141]. The miR-200c/141 cluster was synthesized by VectorBuilder and incorporated into the lentiviral vector. ID8c141 cells and 28-2c141 cells maintained in media containing 100μg/ml and 600μg/ml hygromycin (InvivoGen, San Diego, CA) respectively. Lentiviral particles containing pLV[Exp]-GFP:T2A:Puro-CMV>[Ex_miR200b-200a-429] were created from the pLenti 4.1 Ex_miR200b-200a-429 plasmid [43] obtained from Addgene (cat #35533;) and was packaged into a lentiviral vector by VectorBuilder (Chicago, IL). ID8 and 28–2 cells were infected with this vector to create ID8ba429 and 28-2ba429 cells and these cells were maintained in media containing 30μg/ml or 60μg/ml of puromycin, respectively. ID8-200f and 28-2-200f cells were created by infecting ID8 or 28–2 cells with lentiviral particles containing pLV[Exp]-mCherry:T2A:Hygro-CMV>[Ex_miR200c-141] and lentiviral particles containing pLV[Exp]-GFP:T2A:Puro-CMV>[Ex_miR200b-200a-429]. ID8-200f cells were maintained in media containing 40μg/ml puromycin + 50μg/ml hygromycin while 28-2-200f cells were maintained in media containing 60μg/ml puromycin + 1000μg/ml hygromycin.

### RNA extraction, taqman qRT-PCR for microRNA expression and qRT-PCR for gene expression

RNA extraction was perform using a mirVana miRNA Isolation kit (ThermoFisher Scientific, Burlington, ON). For the analysis of miRNA expression, the TaqMan microRNA reverse transcription kit (ThermoFisher Scientific, Burlington, ON) was used to reverse transcript 100 ng of total RNA into cDNA following the manufacturer’s protocol. Detailed description of these protocols have been previously described in [44]. All miR-200 Taqman probes were obtained from ThermoFisher Scientific (Waltham, MA). miR-200 expression was normalized to sno202 and sno234. All gene primers were obtained from Bio-Rad Laboratories (Mississauga, ON), *Cdh1* (qMmuCID0005843), *Hprt*(qMmuCED0045738), *Snai1* (qMmuCID0024342), *Snai2* (qMmuCED0046072), *Twist1*(qMmuCED0004065), *Twist2* (qMmuCID0009652) *Vim* (qMmuCID0005527), *Zeb1* (qMmuCID0009095), and *Zeb2* (qMmuCID0014662). *Hprt* was used as the housekeeping gene.

### Protein isolation and western blotting

Proteins were isolated and western blotting performed as previously described [45]. Primary antibody for Zeb1(cat#70512) was obtained from New England Biolabs Ltd., Whitby, ON, CAN) and was used at a 1:1,000 dilution. Protein bands were visualized using Western ECL substrate (Bio-Rad CAN, Mississauga, ON, CAN) and imaged using the ChemiDocTMXRS+ System (Bio-Rad CAN, Mississauga, ON, CAN). Blots were subsequently normalized with an HRP-linked anti-rabbit β-actin antibody (cat# 5125S; New England Biolabs Ltd., Whitby, ON, CAN) and quantified through the Image Lab software (Bio-Rad CAN, Mississauga, ON, CAN).

### Flow cytometry

BrdU and Annexin V flow cytometry were performed as previously described [46]. Briefly, an APC BrdU flow kit (BD Biosciences, San Jose, CA, cat #552,598) was used following the manufacturer’s protocol for proliferation while the BD Pharminogen APC Annexin V kit (BD Biosciences, San Jose, CA, USA, cat #550475) was used for apoptosis. Analysis was performed using an Accuri C6 cytometer (BD Biosciences, San Jose, CA) using a flow rate of 35 μl/min and 25,000 events were collected.

### Transwell invasion assay

Transwell invasion assays were performed using Matrigel coated inserts from the BioCoat Matrigel Invasion Chamber kit (Corning, NY) were used as previously described [47]. 75,000 cells for each cell line were seeded in the upper chamber in serum-free media and the lower chamber was filled with media containing 10% FBS. Invasion was assessed after 24 hours.

### RNA sequencing

RNA sequencing was performed by Novogene Corporation Inc. (Sacramento, CA, USA) using total RNA extracted with the miRVana miRNA isolation kit (ThermoFisher Scientific, Burlington, ON, Canada) as previously described [48]. Three independent samples were sequenced for cell line. Fastq files were processed using Genialis software v3.0 (Genialis Inc, Houston, TX, USA) following the standard RNA-seq pipeline which uses BBDuk to remove adapters and trim reads, STAR to align the reads, and featureCounts to generate gene-level counts. Heatmap analysis was performed using Genialis software v3.0 (Genialis Inc., Houston, TX, USA), and pathway analysis was performed using Enrichr software v3.0 [49, 50]. The RNA sequencing data have been uploaded to the GEO database as accession number GSE250195.

### Statistical analysis

Statistical analysis for miR-200 expression was determined using an ANOVA followed by a Dunnett’s test while all other comparisons used an unpaired t-test using GraphPad Prism 10 (GraphPad Software, San Diego, CA, USA). Values were considered statistically significant when p < 0.05.

## Results

### Overexpression of miR-200s in ID8 and 28–2 cells

To evaluate the impact of miR-200s in ovarian cancer, murine ID8 and 28–2 cells were infected with lentiviral constructs containing an empty vector (EV), the miR-200b/200a/429 cluster (ba429), the miR-200c/141 cluster (c141) or both clusters (200f). As shown in Fig 1 re-expression of the ba429 cluster significantly increased the expression of miR-200b (Fig 1A), miR-200a (Fig 1B), and miR-429 (Fig 1C) in ID8 cells. Interestingly, re-expression of the miR-200b/200a/429 cluster also significantly increased the expression of miR-200c (Fig 1D) but not miR-141 (Fig 1E). Re-expression of the miR-200c/141 cluster in ID8 cells significantly increased the expression of miR-200c (Fig 1D) and miR-141 (Fig 1E). Our attempt to overexpress both clusters in the ID8 cells led to a significant increase in miR-200b (Fig 1A), miR-200a (Fig 1B), and miR-200c (Fig 1D) but not miR-429 (Fig 1C) or miR-141 (Fig 1E).

**Fig 1:**
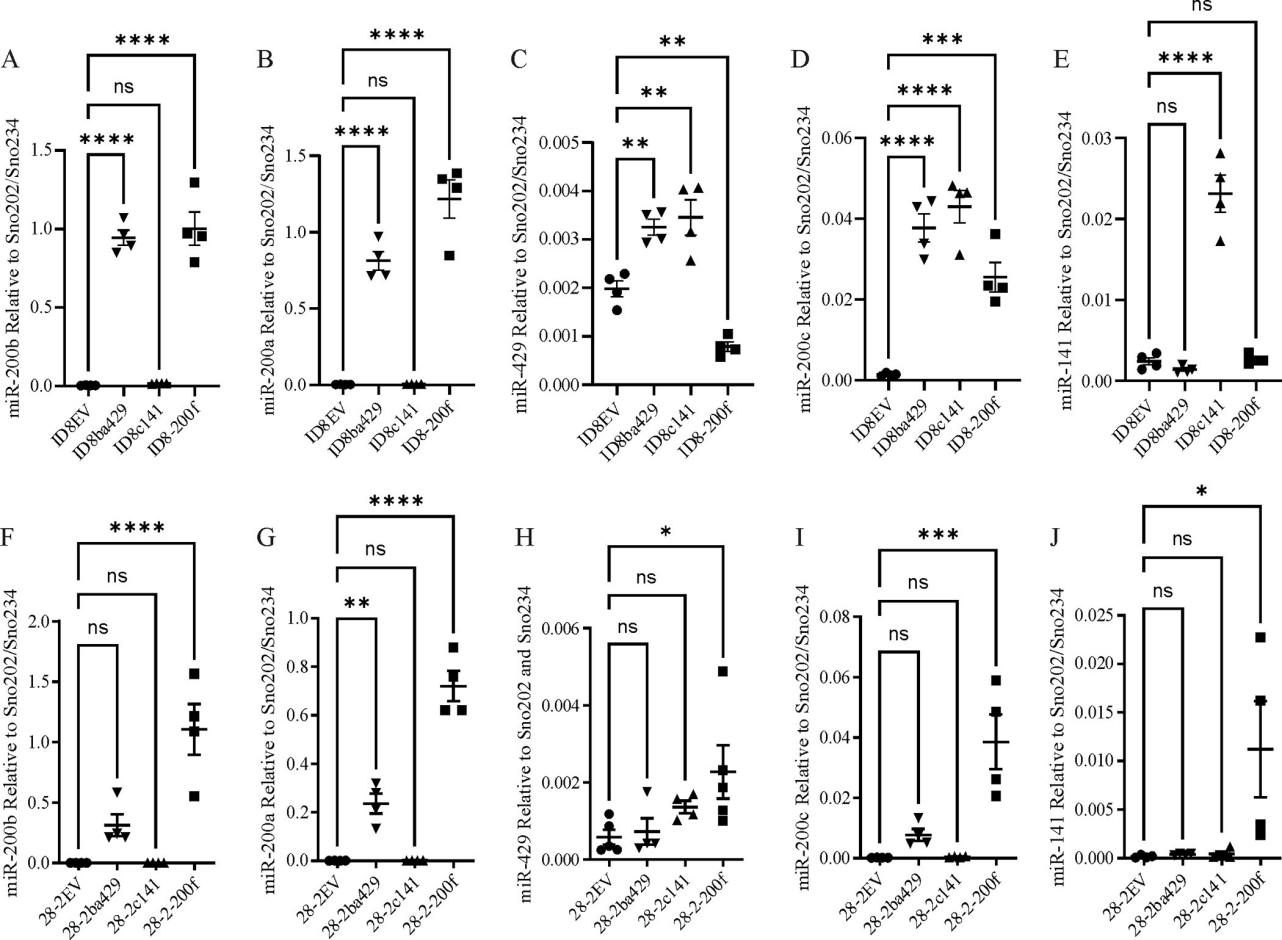
Taqman RT-PCR for miR-200 family members in (A-E) ID8 or (F-J) 28–2 cells infected with an empty vector (EV) lentivirus, a lentivirus expressing the miR-200b/200a/429 cluster (ba429), a lentivirus expressing the miR-200c/141 cluster (c141) or both clusters (200f). miR-200 expression was normalized to Sno202 and Sno234 and is presented as the mean (horizonal line) and standard error (error bars). Four biological replicates were used for each cell line. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

For the 28–2 cells, expression of the miR-200b/200a/429 cluster resulted in a significant increase in miR-200a (Fig 1G) but not miR-200b (Fig 1F) or miR-429 (Fig 1H) while expression of the miR-200c/141 cluster did not significantly increase the expression of miR-200c (Fig 1I) or miR-141 (Fig 1J). Expression of both clusters lead to a significant increase in all five miR-200 family members (Fig 1F–1H). It should be noted that miR-429 and miR-141 are expressed at considerably lower levels than miR-200a, miR-200b and miR-200c in both cell lines. Therefore, miR-200a, miR-200b and miR-200c are likely the main miR-200s driving the effects observed in ID8-200f and 28-2-200f cells.

### The impact of miR-200 overexpression on epithelial and mesenchymal gene expression

For all subsequent experiments, we focused on the empty vector samples (ID8EV and 28-2EV) compared to the cell line expressing both miR-200 clusters (ID8-200f and 28-2-200f). In the ID8-200f cells, there was a significant reduction in *Vim* (Fig 2B), *Twist1* (Fig 2E), and *Twist2* (Fig 1F) with no significant change in *Cdh1* (Fig 2A), *Snai1*, (Fig 2C) *Zeb1* (Fig 2G), *Zeb2* (Fig 2H) compared to ID8EV cells. There was also a significant increase in *Snai2* (Fig 2D) in the ID8-200f cells compared to ID8EV cells. For the 28-2-200f cells, there was a significant reduction in *Vim* (Fig 2J), *Snai1* (Fig 2K), *Twist2* (Fig 2N), *Zeb1* (Fig 2O), and *Zeb2* (Fig 2P) compared to 28-2EV cells. There were no significant changes in *Cdh1* (Fig 2I), *Snai2* (Fig 2L), or *Twist1* (Fig 2M) between 28-2EV and 28-200f cells.

**Fig 2:**
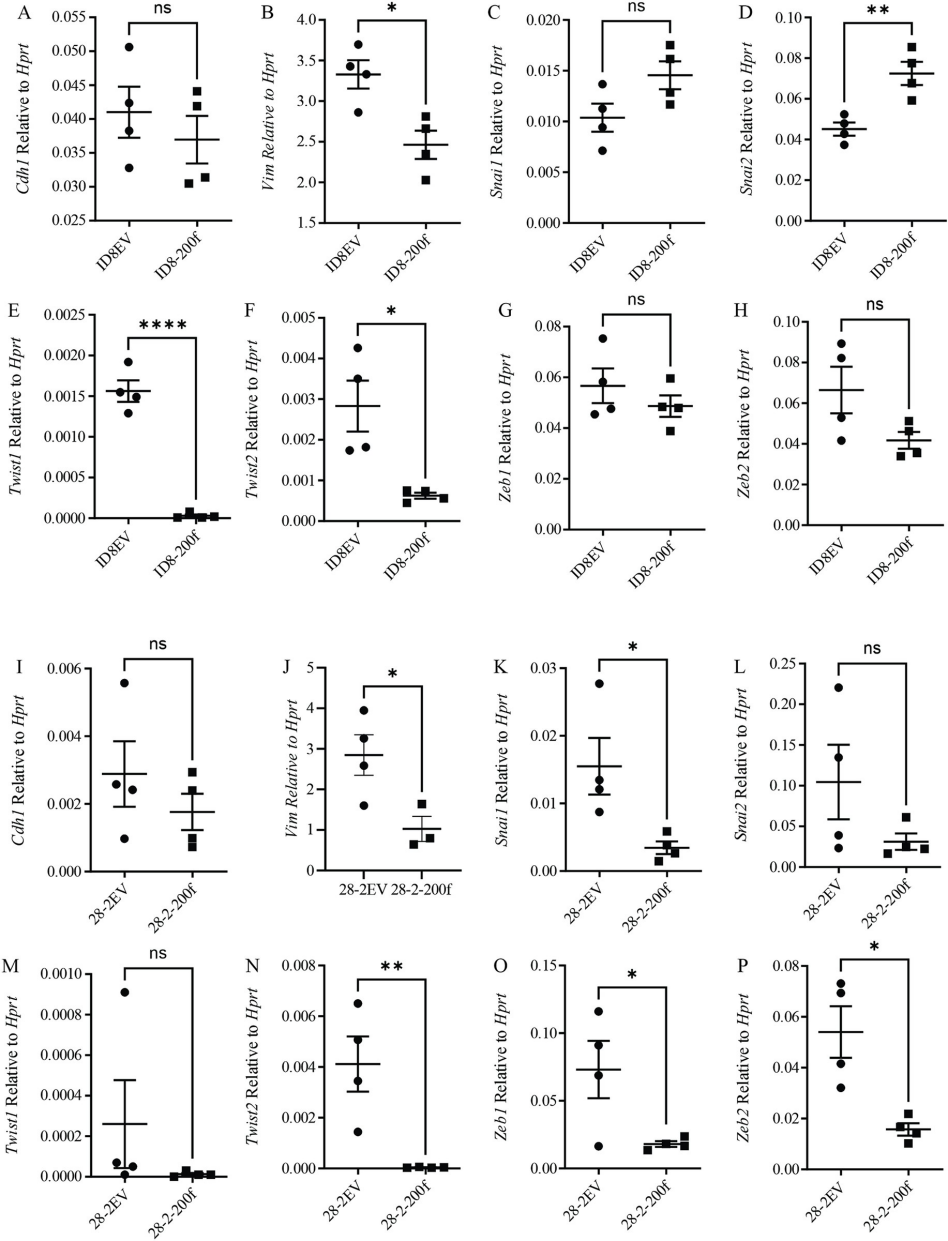
Quantitative RT-PCR for (A,I) *Cdh1*, (B,J) *Vim*, (C,K) *Snai1*, (D,L) *Snai2*, (E,M) *Twist1*, (F,N) *Twist2*, (G,O) *Zeb1*, and (H,P) *Zeb2* in (A-H) ID8EV and ID8-200f cells or (I-P) 28-2EV and 28-2-200f cells. All genes were normalized to HPRT and the horizontal lines represent the means and the error bars represent the standard error. Four biological replicates were used for each cell line. *p < 0.05, **p < 0.01, ****p < 0.0001.

Since miR-200s may impair mRNA translation rather than mRNA expression, a known target of miR-200s, Zeb1, was evaluated at the protein level to confirm we have altered miR-200 function. As shown in Fig 3, Zeb1 protein levels were reduced in ID8-200f and 28-2-200f cells compared to their respective controls confirming that elevated levels of miR-200 functionally reduced the levels of mesenchymal proteins.

**Fig 3:**
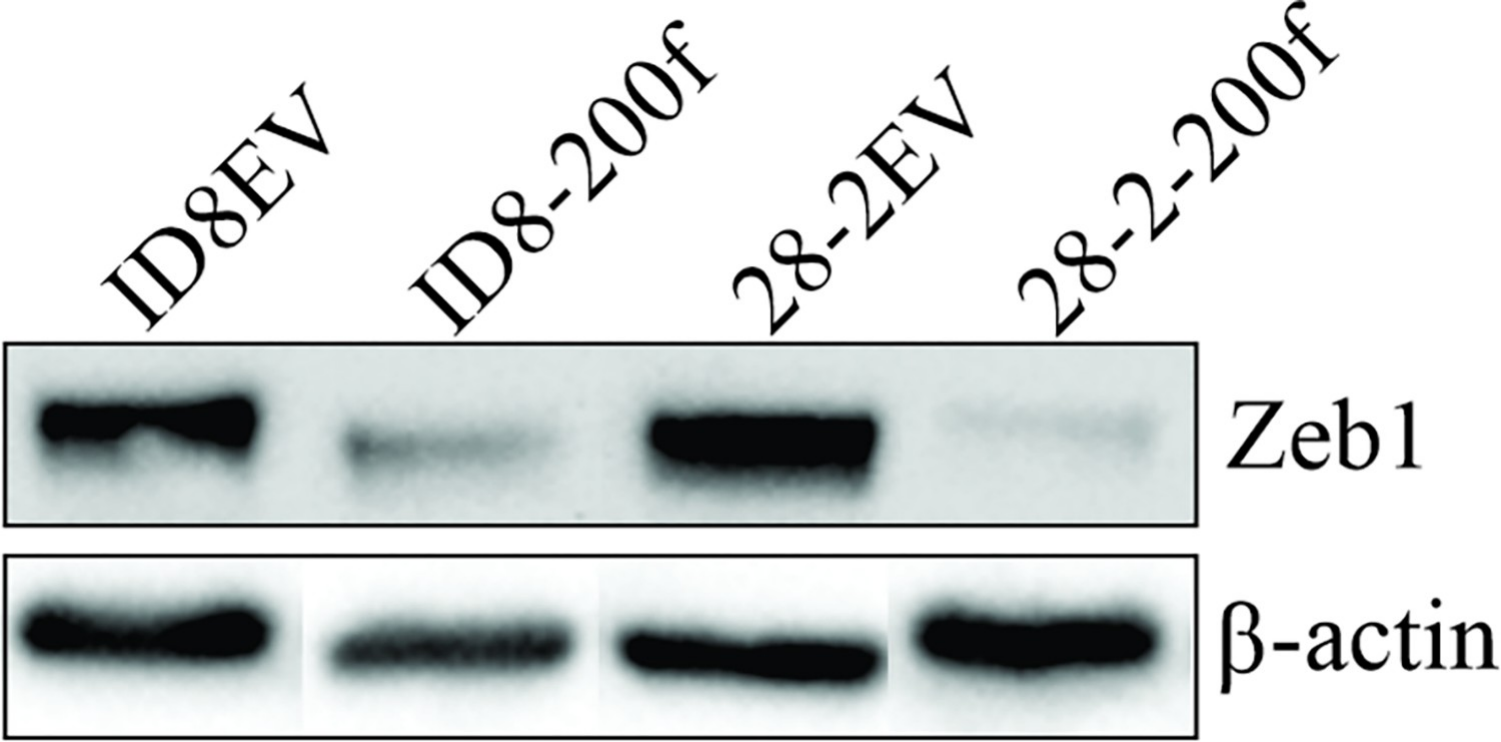
Representative western blot of Zeb1 in ID8EV, ID8-200f, 28-2EV and 28-2-200f cells. β-actin was used as a loading control. This western was repeated using a second set of samples to confirm the results.

### Overexpression of miR-200s reduce proliferation and invasion while increasing apoptosis

Proliferation and apoptosis were assessed using BrdU and Annexin V flow cytometry, respectively. Proliferation was significantly reduced more that 2-fold in both ID8-200f and 28-2-200f cells compared to their respective controls (Fig 4A–4D)). Along with the reduced proliferation, basal apoptotic rates were significantly increased approximately 3-fold in both ID8-200f and 28-2-200f cells compared to their respective controls. Cell invasion was assessed using a Matrigel coated transwell assay. As shown in Fig 4E–4J, overexpression of miR-200s in ID8 and 28–2 cells significantly reduced invasion in both cell lines.

**Fig 4:**
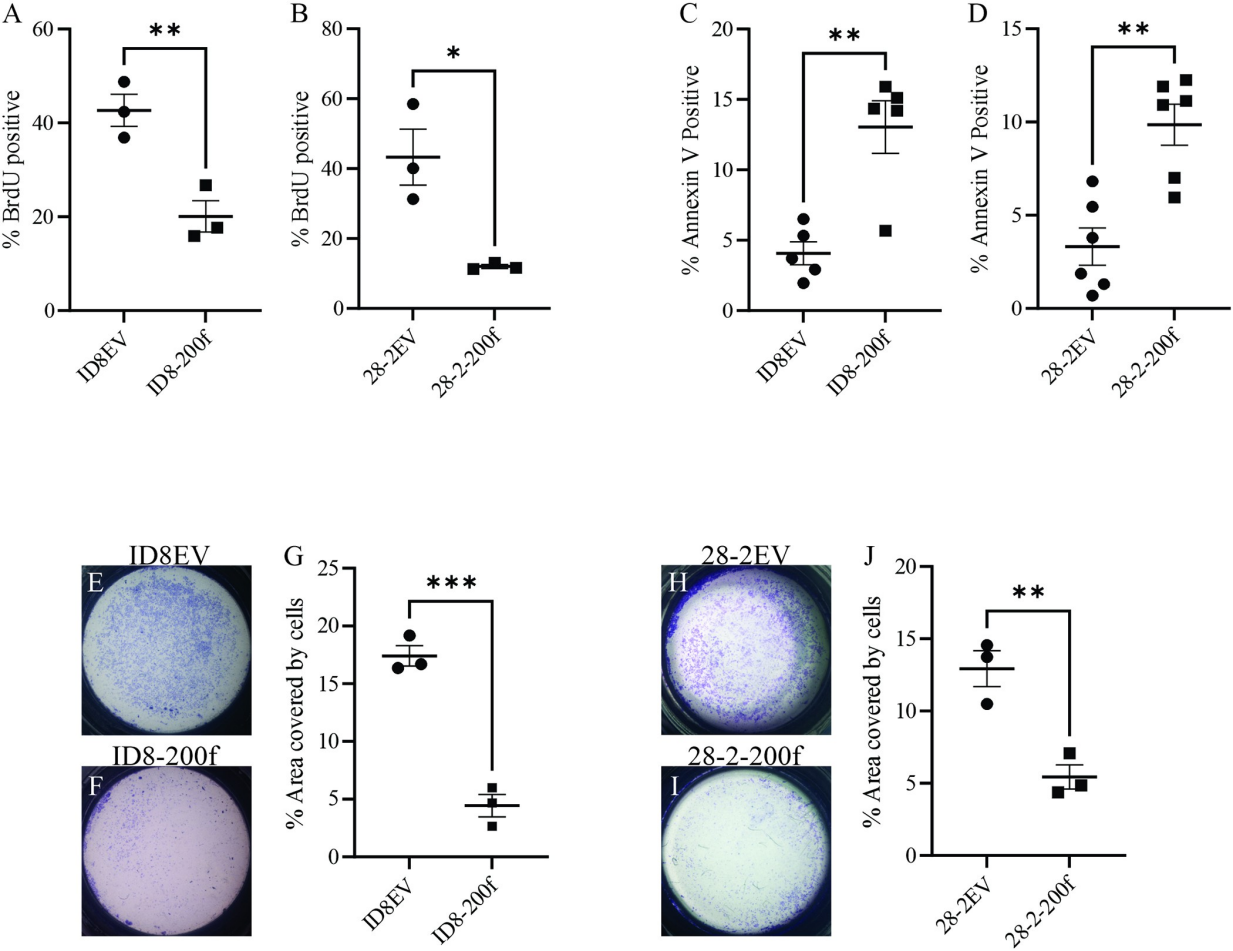
Percent BrdU positive cells for (A) ID8EV and ID8-200f and (B) 28-2EV and 28-2-200f cells (B) as determined by flow cytometry. Percent annexin V positive cells for (C) ID8EV and ID8-200f and (D) 28-2EV and 28-2-200f cells as determined by flow cytometry. Representative transwell images for (E) ID8EV, (F) ID8-200f, (H) 28-2EV, and (I) 28-2-200f cells. Quantification of the average percent of the transwell insert covered by invaded cells for (G) ID8EV and ID8-200f and (J) 28-2EV and 28-2-200f cells. Three biological replicates were used for BrdU and the invasion assay while five or six biological replicates were used for annexin V. *p < 0.05, **p < 0.01, ***p < 0.001.

### Overexpression of miR-200s regulate the expression of genes related to EMT and cell migration

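The sequenced cells were 2 murine ovarian cancer lines, ID8 and 28-2, each carrying either empty vectors (ID8EV and 28-2EV) or vectors for both miR-200 clusters (ID8-200f and 28-2-200f). There were 3 libraries for each of the 4 groups, which the paper calls biological replicates. RNA was isolated with a miRVana kit, sequenced by Novogene, trimmed with BBDuk, aligned with STAR and counted per gene with featureCounts by the authors in Genialis. The values were whole read counts for 57010 genes, and the aligner version, annotation release and strand setting were not given in the sources used here. Total counts per library were 17143203 to 23063875 in ID8EV, 17120815 to 22635408 in ID8-200f, 16390953 to 18015330 in 28-2EV and 16716323 to 17746762 in 28-2-200f. The medians were 20157855, 20475286, 17758583 and 17130947 counts. The groups also differed in drug selection. The empty vector lines grew in puromycin at 30 µg/ml, ID8-200f in puromycin at 40 and hygromycin at 50 µg/ml, and 28-2-200f in puromycin at 60 and hygromycin at 1000 µg/ml. The drug doses were therefore confounded with miR-200 expression in both lines. The genes Mir200a, Mir200b, Mir200c, Mir141 and Mir429 were listed at 0 counts in all 12 libraries, so these counts held no measure of the vectors' miRNAs. Counts of replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 5.08 to 20.8 between ID8 replicates and 26.4 to 132 between 28-2 replicates. 28-2EV replicate 2 lay farthest from its group, with an SD of log2 deviations of 0.714, against 0.554 in 28-2EV replicate 3 and 0.214 to 0.295 in the ID8 libraries. Each line was fitted alone with edgeR's quasi-likelihood test after TMM normalization, over 13280 genes in ID8 and 12679 genes in 28-2 that passed filterByExpr. In simulated counts with the spread of these libraries, the cut-off of the paper recovered 98.5% of genes with a log2 fold change of 2 in ID8 and 67.2% in 28-2, and 41.8% and 4.48% of genes with a log2 fold change of 1. At a log2 fold change of 1 the cut-off itself limits recovery, as it requires an estimate over 1. With an FDR under 0.05 alone, 80.6% of those genes were recovered in ID8 and 20.9% in 28-2. Log2 fold changes below are those of the 200f line against its empty vector line.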

RNA sequencing was performed on ID8EV, ID8-200f, 28-2EV and 28-2-200f cells. 

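Among genes that passed at a mean of at least 5 CPM, the keratin gene Krt7, a marker of simple epithelia, had the largest increase in ID8-200f cells, from 2.13 ± 0.248 to 97.8 ± 4.24 CPM (SD, n = 3 for each line), a log2 fold change of 5.51 (SE 0.122, adjusted p = 4.05e-12 from edgeR). F2rl1, a protease-activated receptor, rose from 0.738 ± 0.233 to 21.1 ± 3.41 CPM (log2 fold change 4.85, adjusted p = 6.78e-09), and the secreted ligand Wnt7b from 1.52 ± 0.649 to 25.4 ± 3.40 CPM (4.02, adjusted p = 3.09e-08). Arhgap40 rose from 4.70 ± 1.21 to 66.0 ± 0.259 CPM (3.82, adjusted p = 1.25e-09). The growth factor genes Artn (log2 fold change 3.63) and Areg (3.28), the proteoglycan Sdc3 (3.35), cardiac troponin Tnnt2 (2.72), the desmosomal plakophilin Pkp1 (2.71) and Vnn1 (2.61) completed the 10 largest increases. Among the decreases, Parvb, a focal adhesion protein, had 319 counts over the ID8EV libraries and 0 in ID8-200f, which was at least 101-fold lower (adjusted p = 2.95e-06). Rspo1, an enhancer of Wnt signaling, fell from 22.9 ± 7.27 to 0.123 CPM (log2 fold change -7.54, SE 0.419), and Nnmt, a nicotinamide methyltransferase, from 31.4 ± 5.01 to 0.340 CPM (-6.46, SE 0.245). Pdzd2 fell from 42.0 to 0.489 CPM (-6.46), Scube3 from 11.6 to 0.163 CPM (-6.07) and Gas6, a ligand of the TAM receptors, from 20.3 to 0.730 CPM (-4.89). Rhbdl3 (-6.11), the receptor phosphatase Ptpru (-5.34), the atypical chemokine receptor Ackr4 (-5.03) and Rgs3 (-4.75) were also among the 10 largest decreases. At an FDR under 0.01 and an absolute log2 fold change over 1, 984 of the 13280 genes tested passed. In 983 of them (99.9%) the 3 ID8-200f values did not overlap the 3 ID8EV values, as was so for 50.6% of all genes tested, where chance gives 10%. With all 4 groups in one fit 300 genes passed, and 358 passed a test against a fold change of 2.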

Using a cut-off of logFC > 1 or logFC <-1 and false discovery rate (FDR) < 0.01, there were 1011 genes differentially expressed between ID8EV and ID8-200f cells. 243 genes were upregulated, and 786 genes were downregulated in ID8-200f cells compared to ID8EV cells. 

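In ID8-200f cells, more genes of epithelial structure and of the TNF and MAPK responses passed as higher than as lower, and most mesothelial markers were lower. Among 28 epithelial genes tested, 13 were higher and 7 lower at an adjusted p under 0.05 from edgeR, or 15 and 7 adjusted over the list alone (camera adjusted p = 0.00911, adjusted p = 0.438 with an estimated correlation). The adhesion molecule Epcam rose with a log2 fold change of 2.24 (SE 0.218, adjusted p = 4.46e-06), as did the desmosomal genes Dsp and Pkp1. Other junction genes fell, among them F11r (log2 fold change -0.89), Lsr (-0.86), Pkp2 (-0.66) and Dsg2 (-0.51). Of 39 TNF and NF-kB response genes, 19 were higher and 1 lower, or 19 and 2 adjusted over the list alone (camera adjusted p = 7.85e-05, adjusted p = 0.438 with an estimated correlation). Ptgs2, the inducible cyclooxygenase, rose from 61.5 to 243 CPM (log2 fold change 1.99, adjusted p = 7.79e-07), Ier3 from 156 to 374 CPM (1.27, adjusted p = 3.36e-07) and the urokinase receptor Plaur with a log2 fold change of 1.17. Of 16 MAPK output genes, 11 were higher and 1 lower, or 11 and 2 adjusted over the list alone (camera adjusted p = 0.00116, adjusted p = 0.438 with an estimated correlation). These included the feedback phosphatase Dusp4 (1.53, adjusted p = 2.57e-07), Phlda1 (1.27) and Emp1 (1.01), whereas Spred3 fell (-1.10). Of 16 mesothelial and ovarian surface markers, 13 were lower and 1 higher, also adjusted over the list alone (camera adjusted p = 8.61e-06, adjusted p = 0.438 with an estimated correlation). Upk3b fell from 1496 to 338 CPM (log2 fold change -2.15, adjusted p = 3.69e-07), Lrrn4 with a log2 fold change of -2.57 and Bnc1 of -1.69, while mesothelin, Msln, rose (0.71, adjusted p = 1.15e-05). At the cut-off of the paper, 224 genes were higher and 760 lower in ID8-200f than in ID8EV cells. With limma on log2(TPM + 1), 141 of the genes that passed were higher.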

The top 10 differentially expressed genes based on FDR are listed in S1 Table. 

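All 10 genes in S1 Table, among them Krt7, Arhgap40 and Pdzd2, passed the cut-off in ID8-200f cells. Igfbp4, which binds insulin-like growth factors, fell from 353.5 ± 21.6 to 52.95 ± 2.59 CPM (SD, n = 3 for each line), a log2 fold change of -2.74 (SE 0.0884, adjusted p = 3.17e-10 from edgeR). The type I collagen chain Col1a1 fell from 136 ± 23.9 to 11.1 ± 0.821 CPM (log2 fold change -3.62, SE 0.136), and podocalyxin, Podxl, from 117 ± 36.8 to 6.11 ± 0.408 CPM (-4.26, SE 0.198). The LIM domain gene Fhl1 fell from 77.5 to 11.8 CPM (-2.72, SE 0.121) and the endocytic receptor Cubn from 26.3 to 1.17 CPM (-4.49, SE 0.166). Desmoplakin, Dsp, which links desmosomes to intermediate filaments, rose from 13.1 to 77.5 CPM (2.56, SE 0.115), and the mucin-like gene Parm1 from 34.3 to 168 CPM (2.30, SE 0.106). In total 4 of the 10 genes rose and 6 fell, a list chosen on these samples and so not independent evidence of a direction.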

Using Enrichr to analyze these 1011 differentially expressed genes, the top ENCODE and ChEA Consensus TFs from ChIP-X was SUZ12 and the top MSigDB Hallmark 2020 was Epithelial Mesenchymal Transition (S2 Table). 

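More EMT genes fell than rose in ID8-200f cells, along with genes of the TGF-beta and Wnt pathways. Of 140 EMT genes tested, 64 were lower and 30 higher at an adjusted p under 0.05 from edgeR, or 65 and 32 adjusted over the list alone, and the median log2 fold change was -0.275. The list passed camera (adjusted p = 0.00353, adjusted p = 0.424 with an estimated correlation), and 45 of its genes were among the 984, more than a random draw gives (one-sided Fisher's exact test, adjusted p = 4.85e-17). The list holds all 17 migration genes that the paper chose from its shared genes of these samples. These tests are therefore not fully independent evidence. Lox, an enzyme that cross-links collagen, fell from 345 to 101 CPM (log2 fold change -1.77, adjusted p = 6.78e-09), and Nnmt was also lower. Fibroblast markers moved with these genes, with 5 of 5 tested lower, also adjusted over the list alone (camera adjusted p = 5.67e-05, adjusted p = 0.137 with an estimated correlation), among them Acta2 (-3.81) and Dcn (-1.43), and 4 of the 5 are also in the EMT list. The higher genes included Inhba, a subunit of activin (log2 fold change 1.58, adjusted p = 2.49e-06), the growth factor Vegfa (1.04, adjusted p = 1.48e-06) and thrombospondin, Thbs1 (1.01, adjusted p = 2.67e-06). Of 39 TGF-beta and BMP pathway genes, 18 were lower and 5 higher, also adjusted over the list alone (camera adjusted p = 0.0395, adjusted p = 0.438 with an estimated correlation). Smad6 (log2 fold change -0.97), the receptor Bmpr1a (-0.74) and the ligand Bmp4 (-0.71) fell, and the BMP antagonist Grem1 (1.87), Ltbp1 (1.49) and Gdf6 (1.00) rose. Of 23 Wnt pathway genes, 11 were lower and 5 higher, or 12 and 5 adjusted over the list alone (camera adjusted p = 0.0323, adjusted p = 0.439 with an estimated correlation). Wnt5a (-1.68, adjusted p = 9.88e-08), the receptor Fzd4 (-0.89) and Wnt4 (-0.88) fell, and the inhibitor Dkk2 (1.41, adjusted p = 0.00226) and Ror1 (0.46) rose. Over the alternatives the adjusted p of the TGF-beta list was 0.00372 to 0.438, and without ID8EV replicate 3, ID8-200f replicate 1 or ID8-200f replicate 3 it was 0.0729, 0.0553 and 0.0516. For the Wnt list the range was 0.00222 to 0.439, with 0.0685 without ID8EV replicate 3.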

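In ID8-200f cells 14 collagens, 13 semaphorin pathway genes and 15 matrix proteases and inhibitors were lower, whereas integrin and receptor kinase genes went both ways. Among 21 collagen chains tested, 14 were lower and 0 higher at an adjusted p under 0.05 from edgeR, or 15 and 0 adjusted over the list alone (camera adjusted p = 5.55e-07, adjusted p = 0.193 with an estimated correlation). At an unadjusted p under 0.05, 15 collagens were lower and 0 higher, and DESeq2 gave 14 and 0. Col6a1, at 330 ± 69.9 CPM in ID8EV (SD, n = 3), fell with a log2 fold change of -3.73, and Col5a2 fell from 249 to 94.6 CPM (-1.40). All 5 fibroblast markers tested were lower too, 2 of which are the collagens Col1a1 and Col3a1. Of 27 matrix proteases and inhibitors, 15 were lower and 4 higher, or 15 and 7 adjusted over the list alone (camera adjusted p = 0.0116, adjusted p = 0.193 with an estimated correlation). The procollagen protease Adamts14 (log2 fold change -3.13) and the inhibitor Timp3 (-1.18, from 183 to 80.7 CPM) fell, and Adamts1 (0.81), Mmp24 (1.50) and Mmp10 (1.40) rose. Of 25 semaphorins, plexins and neuropilins, which guide cell movement, 13 were lower and 4 higher, or 14 and 4 adjusted over the list alone (camera adjusted p = 0.0407, adjusted p = 0.438 with an estimated correlation). Sema6d (-1.63, adjusted p = 8.25e-07), Sema4c (-1.01) and Plxna4 (-1.56, from 448 to 152 CPM) fell, and Sema3a (0.88), Sema3e (0.70) and Nrp1 (0.63) rose. Of 15 integrins, 7 were lower, among them Itgav (-0.59), Itgb8 (-0.84) and Itgb3 (-0.56), and 4 were higher, among them Itgb4 (1.95, adjusted p = 2.12e-07) and Itga3 (0.77), also adjusted over the list alone. Of 32 receptor tyrosine kinases, 13 were lower and 10 higher, or 16 and 10 adjusted over the list alone (camera adjusted p = 0.218), with Tyro3 (-2.13) and Erbb4 (-2.32) lower and Epha2 (1.00) and Styk1 (1.28) higher. The integrins did not pass as a set (camera adjusted p = 0.986). For the semaphorins the adjusted p ranged from 8.52e-04 to 0.438 over the alternatives, and was 0.068 with a filter at 1 CPM in 3 libraries, 0.107 and 0.147 without ID8EV replicates 1 and 3, and 0.123 and 0.0523 without ID8-200f replicates 1 and 3.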

The top ontologies were Regulation of Cell Migration (GO Biological Process 2023), Collagen-Containing Extracellular Matrix (GO Cellular Component 2023), and Transmembrane Receptor Protein Kinase Activity (GO Molecular Function 2023) (S2 Table).

RNA sequencing was also performed to identify genes altered by the miR-200 family in 28–2 cells. 

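Several genes with few or no reads in 28-2EV cells were expressed in 28-2-200f cells. The glycosyltransferase gene Gcnt3 had 0 counts over the 3 28-2EV libraries and 3047 over the 28-2-200f libraries, which was at least 1054-fold higher (60.0 ± 10.0 CPM, SD, n = 3; adjusted p = 8.3e-04 from edgeR). The mitochondrial carrier Slc25a48, with 0 and 1955 counts, was at least 680-fold higher, and the epithelial adhesion molecule Epcam, with 0 and 892 counts, at least 307-fold higher (17.5 ± 7.24 CPM, adjusted p = 0.00531). Among the genes with 0 counts in 28-2EV were also Pip5k1b (834 counts in 28-2-200f, at least 286-fold higher), the transcription factor Trps1 (742, at least 255-fold), Armcx3 (688, at least 237-fold), cathepsin E, Ctse (691, at least 235-fold), Mrgprb2 (565, at least 195-fold) and the proprotein convertase Pcsk5 (304, at least 104-fold). Psca, a cell surface antigen, had 1 count in 28-2EV and 2460 in 28-2-200f, a ratio of 2490 with a counting interval of 446 to 98300, and 48.2 ± 39.3 CPM in 28-2-200f. Of 12679 genes tested, 96 passed an FDR under 0.01 with an absolute log2 fold change over 1, and 12 of the 96 had 0 counts in 28-2EV. The 3 values of the 2 groups did not overlap in any of the 96 (100%), against 26.2% of all genes tested and 10% by chance. With DESeq2 735 genes passed, with all 4 groups in one fit 726 and with no filter on low counts 573. Leaving out 28-2EV replicates 1, 2 and 3 gave 8, 244 and 19 genes and leaving out 28-2-200f replicates 1, 2 and 3 gave 11, 8 and 14. Of 40 named genes that passed, 38 still did without 28-2EV replicate 2 and 7 to 14 without any other single library.

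**Figure D1:**
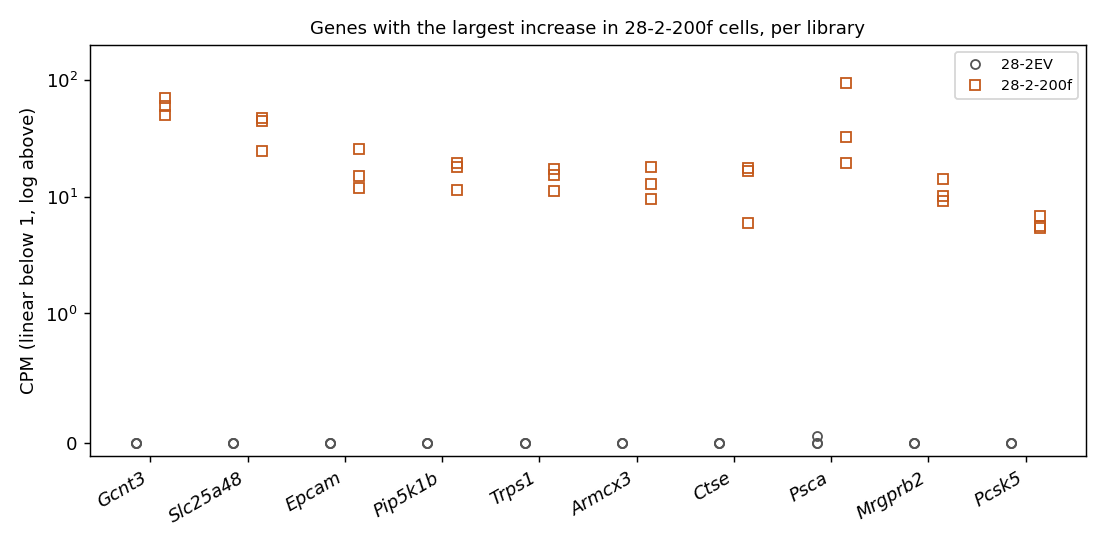
Expression in CPM (axis linear below 1 and logarithmic above) of the 10 genes with the largest log2 fold changes in 28-2-200f cells, in each 28-2EV library (grey circles, n = 3) and each 28-2-200f library (orange squares, n = 3). All 28-2EV libraries were at 0 except for 1 count of Psca, and the means of the 28-2-200f libraries ran from 5.94 CPM for Pcsk5 to 60.0 CPM for Gcnt3.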

Using a cut-off of logFC > 1 or logFC <-1 and false discovery rate (FDR) < 0.01, there were 753 genes differentially expressed between 28-2EV and 28-2-200f cells. 

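In 28-2-200f cells 12 epithelial genes rose, and the largest decreases included Scube3, Rhbdl3 and Scara5. Among 28 epithelial genes tested, 12 were higher and 0 lower at an adjusted p under 0.05 from edgeR, or 22 and 1 adjusted over the list alone (camera adjusted p = 9.89e-16, adjusted p = 0.116 with an estimated correlation). At an unadjusted p under 0.05 the counts were 22 and 1, and with DESeq2 18 and 0. The epithelial transcription factor Grhl1 rose from 1.44 ± 0.197 to 11.9 ± 1.51 CPM (SD, n = 3 for each line; log2 fold change 3.04, adjusted p = 0.00371) and the polarity gene Patj from 13.7 ± 2.42 to 62.6 ± 12.1 CPM (2.20, adjusted p = 0.00432). Krt7 rose with a log2 fold change of 9.00 (SE 1.08, adjusted p = 0.00936), although its level in 28-2-200f was 532.5 ± 559 CPM, with 1176 CPM in replicate 3. Scube3, a secreted protein, fell from 106 ± 29.6 to 0.212 ± 0.111 CPM (log2 fold change -8.89, SE 0.405, adjusted p = 2.13e-04), Rhbdl3 from 28.1 to 0.0769 CPM (-8.36, SE 0.579) and the scavenger receptor Scara5 from 53.1 ± 34.7 to 0.178 CPM (-8.17, SE 0.857). The glutathione transferase Gstt1 fell from 11.9 to 0.0776 CPM (-7.12), Rcn3 from 8.14 to 0.0795 CPM (-6.57) and the collagen Col6a1 from 233 ± 164 to 10.9 ± 2.78 CPM (-4.42). The transcription factor Bcl11b had 267 counts in 28-2EV and 2 in 28-2-200f, a ratio of 132 with a counting interval of 36.2 to 1100 (adjusted p = 0.00371). Flrt1 (-4.52) and Dennd2a (-4.23) also fell. Of the 96 genes, 65 were higher and 31 lower, and with DESeq2 the counts were 365 and 370.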

377 genes were upregulated, and 376 genes were downregulated in 28-2-200f cells compared to 28-2EV cells. 

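Tns4, a tensin of focal adhesions, had the smallest adjusted p in 28-2-200f cells, at 353.3 ± 4.645 CPM against 10.6 ± 2.00 CPM in 28-2EV (SD, n = 3 for each line; log2 fold change 5.06, SE 0.195, adjusted p = 1.86e-04 from edgeR). Arhgap40 rose from 8.45 to 208.5 CPM (4.62, SE 0.252), the tetraspanin Tspan7 from 0.699 to 58.5 CPM (6.37, SE 0.275) and the long noncoding RNA Lncenc1 from 3.91 to 133 CPM (5.08, SE 0.392). Ckmt1, a mitochondrial creatine kinase, rose from 0.626 to 50.0 ± 28.9 CPM (6.30, SE 0.497), Arfgef3 from 0.688 to 30.5 CPM (5.44, SE 0.526) and the death-associated kinase Dapk2 from 2.80 to 39.0 CPM (3.80, SE 0.331). The adhesion receptor Adgrb2 fell from 56.5 ± 10.4 to 3.56 ± 0.385 CPM (-3.98, SE 0.216, adjusted p = 4.77e-04) and the collagen Col16a1 from 73.7 ± 11.2 to 4.78 ± 1.63 CPM (-3.95, SE 0.285, adjusted p = 0.00225). Together with Scube3, 7 of these 10 genes rose and 3 fell, and since the study chose them on these samples the count is not independent evidence.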

The top 10 differentially expressed genes based on FDR are listed in S3 Table. Using Enrichr to analyze these 753 differentially expressed genes, the top ENCODE and ChEA Consensus TFs from ChIP-X was SUZ12, the top MSigDB Hallmark 2020 was Epithelial Mesenchymal Transition (S4 Table). 

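Of the EMT genes that passed in 28-2-200f cells, most were lower. Among 124 tested, 21 were lower and 5 higher at an adjusted p under 0.05 from edgeR, or 35 and 12 adjusted over the list alone, with a median log2 fold change of -0.213. At an unadjusted p under 0.05, 38 were lower and 18 higher, and DESeq2 gave 34 and 11. Tgfb1, a growth factor that drives EMT, fell (log2 fold change -1.04, adjusted p = 0.0118), and the actin capping gene Capg (1.02, adjusted p = 0.0143) and the laminin chain Lama3 (5.21, adjusted p = 0.0221) rose. The list passed camera (adjusted p = 0.0175, adjusted p = 0.39 with an estimated correlation), and 3 of its genes were among the 96. It holds the 17 migration genes that the paper chose on these samples, so it is not fully independent evidence. Its adjusted p was 0.00155 to 0.39 over the alternatives, with 0.203 for over-representation and 0.0904 with no filter on low counts. Without 28-2EV replicate 2 it was 0.164, without 28-2EV replicate 3 0.126 and without 28-2-200f replicate 1 0.114. Of 4 fibroblast markers tested, 3 of them in the EMT list, Pdgfra and Col1a1 were lower and 0 were higher with edgeR, or 3 lower and 0 higher adjusted over the list alone (camera adjusted p = 0.0156, adjusted p = 0.307 with an estimated correlation, 0.105 without 28-2EV replicate 3, and 0.00496 to 1 over the alternatives). At an unadjusted p under 0.05 and with DESeq2, 3 fibroblast markers were lower and 0 higher. Of 22 Wnt pathway genes, 7 were lower and 2 higher, or 8 and 3 adjusted over the list alone (camera adjusted p = 0.18). The ligands Wnt4 (log2 fold change -1.84, adjusted p = 0.0151), Wnt10b (-2.84) and Wnt2 (-2.92) fell, and Wnt7b rose (3.54, adjusted p = 0.0121). Of 37 TGF-beta and BMP pathway genes, 4 were lower, among them Ltbp4 (-1.42) and Gdf6 (-2.10), and 1, the receptor Bmpr1b, was higher (3.18, adjusted p = 0.0313), or 4 and 2 adjusted over the list alone (camera adjusted p = 0.545).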

The top ontologies were Regulation of Cell Migration (GO Biological Process 2023), Collagen-Containing Extracellular Matrix (GO Cellular Component 2023), and GTPase Regulator Activity (GO Molecular Function 2023) (S4 Table).

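In 28-2-200f cells 6 collagen genes were lower, as were 3 semaphorin pathway genes and 3 genes of the list of matrix proteases and inhibitors. Among 18 collagen chains tested, 6 were lower and 0 higher at an adjusted p under 0.05 from edgeR, or 9 and 0 adjusted over the list alone (camera adjusted p = 8.2e-06, adjusted p = 0.195 with an estimated correlation). At an unadjusted p under 0.05, 10 collagens were lower and 0 higher, and DESeq2 gave 8 and 0. Besides Col6a1 and Col16a1, Col6a2 fell (log2 fold change -5.84, adjusted p = 0.0188). Of the 4 fibroblast markers tested 2 were also lower, the collagen Col1a1 and the receptor Pdgfra. Of 24 semaphorins, plexins and neuropilins, 3 were lower and 0 higher, or 4 and 0 adjusted over the list alone (camera adjusted p = 0.38), with 6 lower and 2 higher at an unadjusted p under 0.05 and 4 and 0 with DESeq2. Sema6d had a log2 fold change of -0.95 (adjusted p = 0.0697) and Sema3e of 0.91 (adjusted p = 0.146). Of 23 matrix proteases and inhibitors, 3 were lower, Adamts14 (-3.64), Adamtsl4 (-1.11) and Adamts10 (-1.03), and 1, Mmp15, was higher (6.49, adjusted p = 0.0165), or 5 and 2 adjusted over the list alone (camera adjusted p = 0.503).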

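The keratin gene Krt7, the adhesion molecule Epcam and the prostaglandin synthesis gene Ptgs2 were among the genes that rose in both ID8-200f and 28-2-200f cells. So did Gcnt3, Pip5k1b, Pkp1, Arhgap40, Ckmt1 and Tns4, Tns4 with a log2 fold change of 1.59 in ID8 (adjusted p = 1.34e-07 from edgeR) and Ckmt1 of 3.88. Pkp1 had 4 counts in 28-2EV and 523 in 28-2-200f, and Gcnt3 1 count in ID8EV and 219 in ID8-200f. Ptgs2, which was higher in ID8-200f, also rose in 28-2-200f, from 82.9 to 368 CPM (log2 fold change 2.15, adjusted p = 0.00936). Lower in both were Bcl11b (87 counts in ID8EV and 0 in ID8-200f, at least 27.7-fold lower), Scube3, Rhbdl3, Scara5 (-3.44 in ID8), Flrt1 (-3.22), Dennd2a (-2.55), Gstt1, Col6a1, Col16a1 and Adgrb2 (-1.40, adjusted p = 9.90e-07). In total 49 genes passed in both lines, 20 of them higher in both, 22 lower in both and 7 in opposite directions, where 5.83 were expected at random from the 828 and 88 calls among 12498 genes tested in both. The overlap was larger than chance (one-sided Fisher's exact test, p = 5.64e-35), although genes are not independent of each other. Opposite directions were seen for Gria3 (-2.97 in ID8; 1 count in 28-2EV and 174 in 28-2-200f), Armcx3 (-1.74 in ID8), Vcan, Gramd1b (-1.44 and 5.19), Tmem108 (-1.24 and 4.34), Peg3 and Tspan6 (-1.02 and 3.30), of which Gramd1b, Tmem108, Peg3 and Tspan6 were chosen after their values were seen. Peg3, an imprinted zinc finger gene, fell with a log2 fold change of -1.19 in ID8 and had 0 counts in 28-2EV and 138 in 28-2-200f, at least 47.5-fold higher. Of the genes in S1 Table, Parm1 (2.57, adjusted p = 0.0171) and Fhl1 (-2.60, adjusted p = 0.0138) changed in 28-2 as well, whereas Podxl had a log2 fold change of -0.86 (adjusted p = 0.260). Across genes, which are not independent replicates, the fold changes of the 2 lines had a Spearman correlation of 0.453 and a Pearson correlation of 0.476, and 668 of the 828 genes called in ID8 (80.7%) went the same way in 28-2. The shared count was 280 with DESeq2, 269 with no filter on low counts, 152 with all 4 groups in one fit and 13 in a test against a fold change of 2. Without 28-2EV replicates 1, 2 and 3 it was 5, 135 and 10, and without 28-2-200f replicates 1, 2 and 3 it was 7, 6 and 9.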

Of the 1011 differentially expressed genes in the ID8EV vs ID8-200f comparison and 753 genes in the 28-2EV vs 28-2-200f comparison, 291 genes were shared (Fig 5A). 

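Of the fixed list of EMT genes, Fstl1, Col16a1 and Vcan passed the cut-off in both lines, all of them genes for secreted or matrix proteins. All 3 are also migration genes that the paper chose from its shared genes of these samples, so their overlap is not independent evidence. Fstl1, a follistatin-like glycoprotein, fell in ID8-200f (log2 fold change -1.26, adjusted p = 1.16e-07 from edgeR) and in 28-2-200f (-3.15, adjusted p = 0.00936), a difference between the lines of -1.88 (adjusted p = 0.0226). Col16a1, a collagen associated with fibrils, fell with a log2 fold change of -1.39 in ID8-200f (adjusted p = 1.90e-06), less than in 28-2-200f (difference -2.56, adjusted p = 8.16e-04). Versican, Vcan, a matrix proteoglycan, fell in ID8-200f (-1.99, adjusted p = 1.79e-04) and rose in 28-2-200f (3.28, adjusted p = 0.00978), with a difference of 5.29 (adjusted p = 5.23e-04). These were the 3 genes of that list among the calls in 28-2, against 45 in ID8. Of the 49 shared genes, 17 differed between the lines in the interaction test at the same cut-off.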

Analyzing the shared genes with Enrichr, the top ENCODE and ChEA Consensus TFs from ChIP-X was SUZ12, the top MSigDB Hallmark 2020 was Epithelial Mesenchymal Transition (S5 Table). The top ontologies were Regulation of Cell Migration (GO Biological Process 2023), Endoplasmic Reticulum Lumen (GO Cellular Component 2023), and Glutathione Transferase Activity (GO Molecular Function 2023) (S5 Table).

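Glutathione transferases, enzymes that conjugate glutathione to reactive compounds, went both ways in the 2 lines. Of 16 tested in ID8, 5 were higher and 7 lower at an adjusted p under 0.05 from edgeR, also adjusted over the list alone. Gsta1 had 7 counts in ID8EV and 167 in ID8-200f (log2 fold change 4.51, adjusted p = 8.12e-05), Gsto1 rose from 116 to 263 CPM (1.18), and Gstt1 (-3.11), Gstt3 (-2.70), Gstm2 (-1.85) and Gstm1 (-1.12) fell. Of 18 tested in 28-2, 1 was higher and 3 lower, or 3 and 6 adjusted over the list alone. Gsta1 rose (5.08, adjusted p = 0.00908), and Gstt1, Gstm2 (-3.82, adjusted p = 0.0234, from 95.3 ± 80.3 CPM) and Gsta3 (-4.04, adjusted p = 0.0437) fell, while Gsto1 had a log2 fold change of 1.03 (adjusted p = 0.0505). Reads of near-identical paralogs such as Gsta1 and Gsta2 or the Gstm genes may be shared or discarded, so the split between such members is uncertain. The list did not pass camera (adjusted p = 0.467 in ID8 and 0.608 in 28-2), but 8 of its genes passed the cut-off in ID8 and 2 in 28-2, a one-sided Fisher's exact test giving an adjusted p of 3.24e-05 and 0.0348. The paper found this activity enriched among its shared genes of these libraries, so the test is not independent evidence. Among genes of the endoplasmic reticulum lumen, Rcn3 fell in both lines, with a log2 fold change of -4.30 in ID8.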

**Fig 5:**
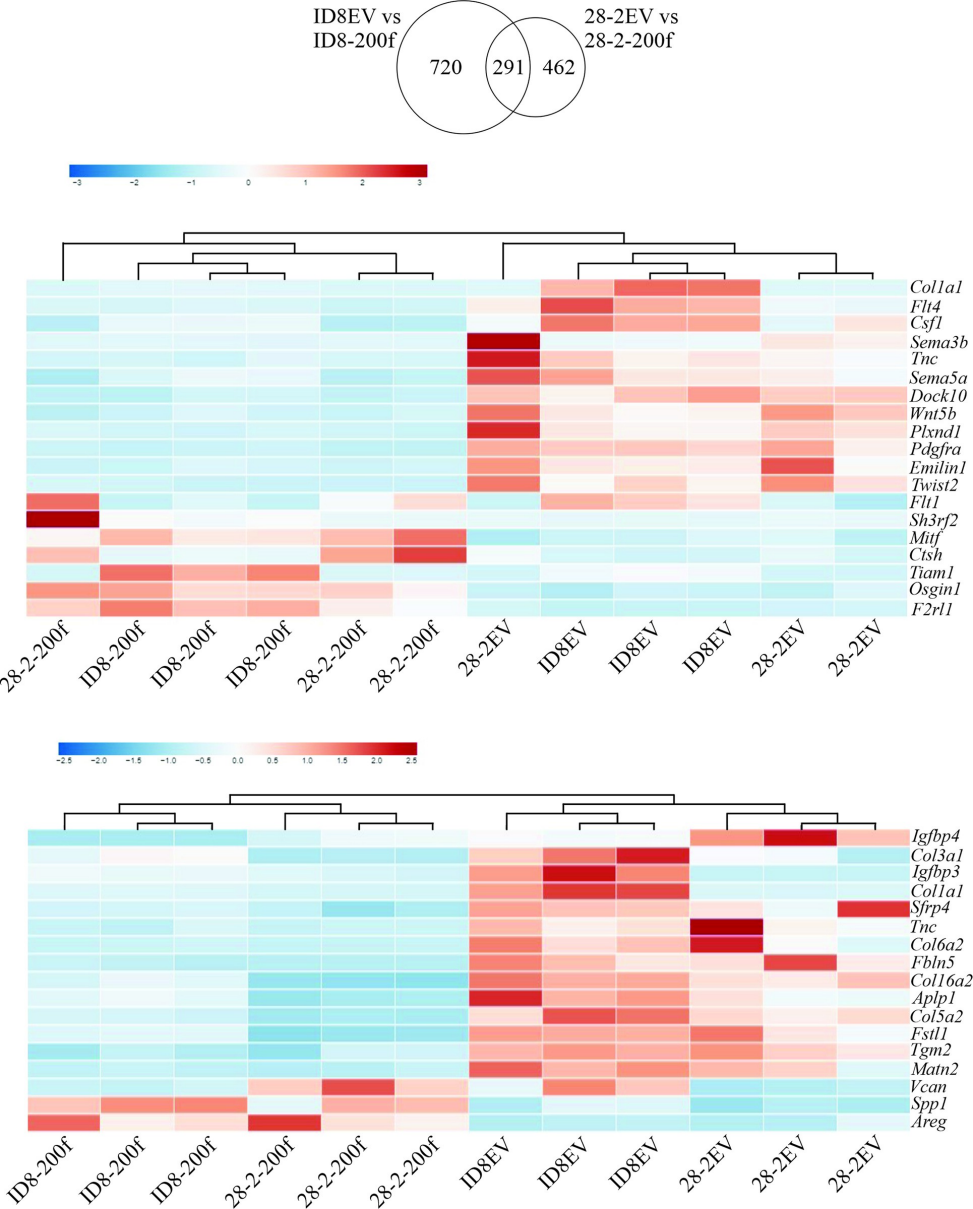
(A) Venn diagram showing the number of unique and shared genes as determined by RNA sequencing in ID8EV vs ID8-200f and 28-2EV vs 28-2-200f. Heatmap of (B) shared genes implicated in EMT and (C) shared genes implicated in cell migration. Three biological replicates were sequenced for each cell line.

Since miR-200s are known to regulate EMT and the top MSigDB Hallmark was EMT, the shared genes were analyzed for genes that were attributed to EMT. Nineteen shared genes were found that regulate EMT and these genes were *Sh3rf2*, *Pdgfra*, *Ctsh*, *Flt1*, *Csf1*, *Twist2*, *Col1a1*, *Sema5a*, *Sema3b*, *F2rl1*, *Flt4*, *Tiam1*, *Tnc*, *Dock10*, *Plxnd1*, *Emilin1*, *Mitf*, *Osgin1*, and *Wnt5b* (Fig 5B). Furthermore, as our results showed that miR-200s significantly reduced invasion in both cell lines, the shared genes were analyzed for genes that were attributed to cell migration. 

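In ID8-200f cells all 19 genes passed the cut-off, 6 higher and 13 lower. F2rl1 rose, as did the melanocyte transcription factor Mitf (log2 fold change 2.17, adjusted p = 7.25e-04 from edgeR), the Rac exchange factor Tiam1 (1.91), cathepsin H, Ctsh (1.87), and Osgin1 (1.84), and Sh3rf2 went from 6 to 104 counts (4.06, adjusted p = 1.33e-04). The matrix glycoproteins Tnc (-3.38) and Emilin1 (-1.87), the receptors Pdgfra (-2.30), Flt4 (-1.96), Plxnd1 (-1.44) and Flt1 (-1.05) and the ligands Sema3b (-1.79), Wnt5b (-1.38) and Sema5a (-1.13) fell. Csf1, the macrophage growth factor, fell from 536 ± 55.6 to 205 ± 4.45 CPM (SD, n = 3 for each line), a log2 fold change of -1.39 (adjusted p = 1.39e-07), and Dock10 with a log2 fold change of -2.35. The EMT transcription factor Twist2 had 43 counts in ID8EV and 1 in ID8-200f, a ratio of 42.9 with a counting interval of 7.3 to 1730 (adjusted p = 4.44e-04). In 28-2-200f cells 18 of the genes were tested, and 11 were lower and 2 higher at an adjusted p under 0.05, or 12 and 6 adjusted over the list alone. Csf1 (-2.15, adjusted p = 0.00936) and Dock10 (-2.67, adjusted p = 0.00936) passed the cut-off there, F2rl1 (2.56, adjusted p = 0.0111) and Osgin1 (1.57, adjusted p = 0.0244) were higher, and Pdgfra (-2.59, adjusted p = 0.0105), Wnt5b (-2.54), Sema3b (-4.20) and Tnc (-4.01) were lower. Sh3rf2 in 28-2-200f (3.96, adjusted p = 0.173) rested on replicate 3, at 16.7 CPM against 0.56 and 0.678 CPM in the other replicates. Flt1 had a log2 fold change of 1.19 in 28-2 (adjusted p = 0.0604), which differed from ID8 by 2.24 (adjusted p = 0.00276). As the study chose these genes on the same samples, neither the counts nor the set test (camera adjusted p = 0.0139 in ID8, adjusted p = 0.202 with an estimated correlation, and 8.07e-04 in 28-2, adjusted p = 0.297 with an estimated correlation) are independent evidence.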

Seventeen genes were found that regulate migration and these genes were *Aplp1*, *Areg*, *Col16a1*, *Col1a1*, *Col3a1*, *Col5a1*, *Col6a2*, *Fbln5*, *Fstl1*, *Igfbp3*, *Igfbp4*, *Matn2*, *Sfrp4*, *Spp1*, *Tgm2*, *Tnc*, and *Vcan* (Fig 5C).

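All 17 genes passed the cut-off in ID8-200f cells, 15 of them lower, and most encode proteins of the extracellular matrix. The collagen chains Col6a2 (log2 fold change -4.51, adjusted p = 2.17e-08 from edgeR), Col5a1 (-2.19) and Col3a1 (-1.29), the matrix proteins Matn2 (-3.43) and Tgm2 (-2.31), the growth factor binding protein Igfbp3 (-2.20), Aplp1 (-1.40) and the Wnt antagonist Sfrp4 (-1.33) fell. Fbln5, an elastic fiber protein, had 54 counts in ID8EV and 3 in ID8-200f, a ratio of 18.0 with a counting interval of 5.83 to 89.8. Areg and osteopontin, Spp1 (1.45, adjusted p = 2.62e-05), rose. In 28-2-200f cells 16 of the genes were tested, of which 11 were lower and 2 higher at an adjusted p under 0.05, or 13 and 3 adjusted over the list alone. Col5a1 (-4.10, adjusted p = 0.0111), Aplp1 (-2.36, adjusted p = 0.0143), Matn2 (-3.17, adjusted p = 0.0286), Igfbp4 (-1.54, adjusted p = 0.0216) and Col1a1 (-1.63, adjusted p = 0.0378) were lower and Spp1 was higher (1.83, adjusted p = 0.0216), while Areg (2.61, adjusted p = 0.102), Col3a1 (-2.56, adjusted p = 0.114) and Tgm2 (-1.90, adjusted p = 0.0731) did not pass. Fbln5 had 48 counts in 28-2EV and 0 in 28-2-200f, at least 15.3-fold lower (adjusted p = 0.0282). Col1a1 fell less in 28-2 than in ID8 (difference 1.99, adjusted p = 0.00322), from 7.36 CPM in 28-2EV and from 136 CPM in ID8EV. The set test gave a camera adjusted p of 1.09e-07 in ID8 (adjusted p = 0.113 with an estimated correlation) and 2.19e-06 in 28-2 (adjusted p = 0.134 with an estimated correlation), on genes chosen from these samples and so not independent evidence. Of the 34 different genes named here and among the EMT genes, 34 passed the cut-off in ID8 and 5 of 32 tested in 28-2, against 33 in each line with DESeq2. Of the 32, 30 went the same way in both lines. Igfbp3 and Tiam1, not tested in 28-2, had 0 counts in 28-2EV. In the 28-2-200f replicates Igfbp3 had 5, 11 and 18 counts, opposite to its fall in ID8. Tiam1 had 20, 15 and 6 counts there, the same side as its rise in ID8.

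**Figure D2:**
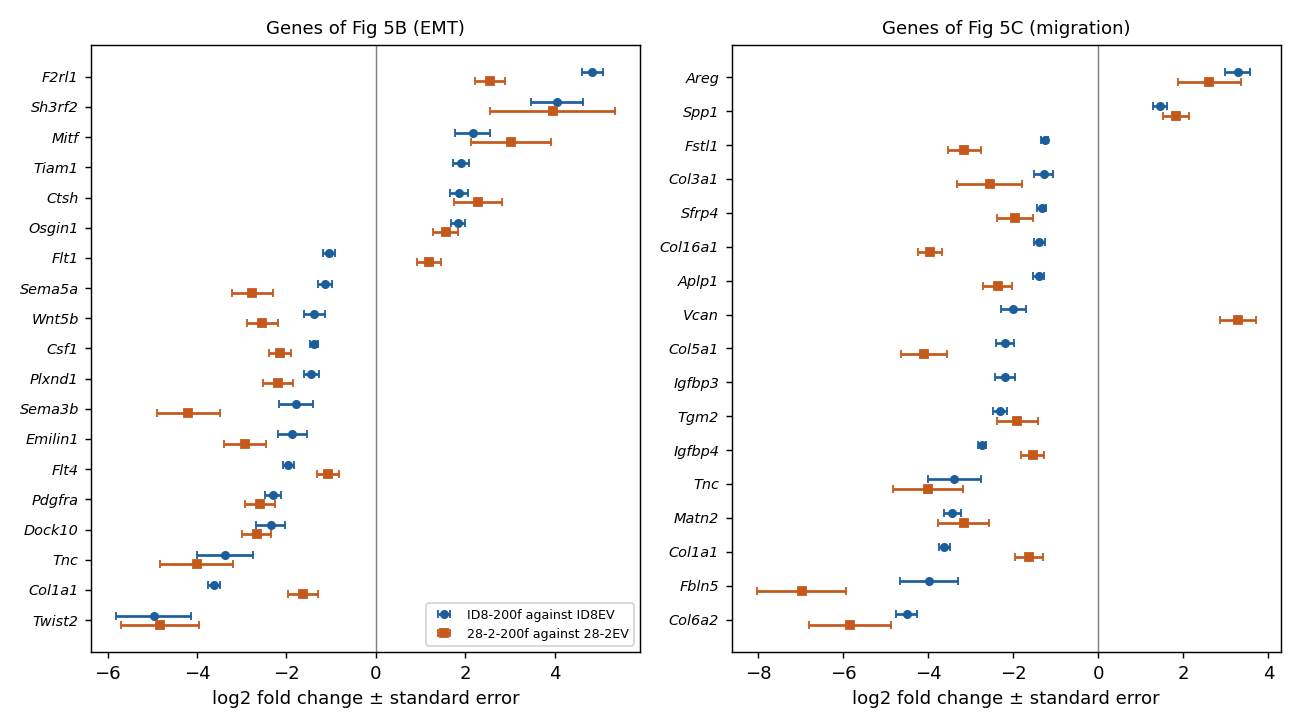
Log2 fold change with its SE (horizontal axis) of the EMT genes (left) and the migration genes (right) for ID8-200f against ID8EV (blue circles) and 28-2-200f against 28-2EV (orange squares), n = 3 libraries per group. Vcan and Flt1 lie on opposite sides of 0 in the 2 lines, and Tiam1 and Igfbp3, which were below the filter on low counts in 28-2, have no 28-2 point.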

Of the 36 shared genes that contribute to EMT and migration, 20 of the genes were determined to be direct targets of members of the miR-200 family, using the miRNA prediction software miRWalk [51]. These genes were *Aplp1*, *Col16a1*, *Col1a1*, *Col3a1*, *Csf1*, *Ctsh*, *Dock10*, *Emilin1*, *Flt4*, *Fstl1*, *Igbfbp3*, *Mitf*, Pdgfra, *Sema3b*, *Sema5a*, *Sh3rf2*, *Tgm2*, *Tiam1*, *Tnc*, and *Vcan*. Additionally, since the top ENCODE and ChEA Consensus TF from ChIP-X was SUZ12, Harmonizome 3.0 (Rouillard et al., 2016) was used to detect genes that were targets of SUZ12. 

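In ID8-200f cells 16 of these 20 genes were lower and 4, Ctsh, Mitf, Sh3rf2 and Tiam1, were higher. In 28-2-200f cells 11 of the 18 tested were lower and 1 higher at an adjusted p under 0.05 from edgeR, or 14 and 4 adjusted over the list alone. Seed matches of the miR-200 family in the longest annotated 3′UTR were found in 6 of the 20, with a site for miR-141 and miR-200a in Flt4, Mitf, Pdgfra, Sema5a, Tiam1 and Vcan and a site for miR-200b, miR-200c and miR-429 in Sema5a. Of all 11668 genes tested in ID8 with a 3′UTR, 7910 had no site of either seed, so 6 of 20 was near the share over all genes. The paper took its targets from miRWalk, and this search for exact seed matches did not repeat that prediction. Camera gave an adjusted p of 3.29e-05 in ID8 (adjusted p = 0.14 with an estimated correlation) and 1.12e-06 in 28-2 (adjusted p = 0.134 with an estimated correlation), but the genes were chosen on these samples, so this was not independent evidence. Among described miR-200 targets, 25 of 33 with an annotated 3′UTR had a seed match, above the share over all genes. Of 33 such targets tested in ID8, 11 were lower and 4 higher, or 13 and 5 adjusted over the list alone (camera adjusted p = 0.0709), and of 31 in 28-2, 5 were lower and 0 higher, or 13 and 1 adjusted over the list alone (camera adjusted p = 1.72e-04, adjusted p = 0.116 with an estimated correlation). At an unadjusted p under 0.05 the counts in 28-2 were 14 lower and 1 higher, and with DESeq2 12 and 1. The tumor suppressor Rassf2 fell in ID8 (198 counts to 10; log2 fold change -4.24, adjusted p = 1.99e-05) and in 28-2 (-5.34, adjusted p = 0.0111), although its longest 3′UTR of 6969 bases held 0 sites of either seed, Fhod1 fell in ID8 (-0.63), and Crtap (-0.89, adjusted p = 0.0255) and Zeb2 (-1.45, adjusted p = 0.0146) were lower in 28-2. Over all genes tested, genes with a 7-base site were compared with genes with no site within classes of 3′UTR length. Differences of median log2 fold change were averaged over the classes. For miR-200b, miR-200c and miR-429, 1922 genes with a site differed by -0.0053 from 7910 with none in ID8, and in 28-2 1885 differed by 0.0128 from 7684. For the 2621 and 2548 genes with a miR-141 and miR-200a site the differences were -0.0064 and 0.0162. All 4 differences lay within those of control sequences, at the 52.3, 33.3, 24.5 and 43.9 percentiles. Without the length classes, the medians differed by -0.0282 in ID8 and 0.0449 in 28-2 for miR-200b, miR-200c and miR-429. For miR-141 and miR-200a they differed by -0.0222 and 0.0429.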

Of the 291 shared genes from ID8EV vs ID8-200f and 28-2EV vs 28-2-200f, 122 of these shared genes (~42%) were targets of SUZ12. In addition, 20 of the 36 genes (~56%) related to EMT and migration were found to be target genes of SUZ12. These genes were *Areg*, *Col16a1*, *Col5a1*, *Fbln5*, *Fstl1*, *Igfbp3*, *Igfbp4*, *Vcan*, *Pdgfra*, *Ctsh*, *Flt1*, *Csf1*, *Twist2*, *Sema5a*, *Sema3b*, *Flt4*, *Flt1*, *Dock10*, *Plxnd1*, and *Wnt5b*.

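The paper names 19 different genes here, and 17 were lower and 2, Areg and Ctsh, were higher in ID8-200f cells. All 19 passed the cut-off in ID8. In 28-2-200f cells 18 were tested, of which 13 were lower and 1, Vcan, was higher at an adjusted p under 0.05 from edgeR, or 14 and 4 adjusted over the list alone. The genes past the cut-off in 28-2 were Col16a1, Csf1, Dock10, Fstl1 and Vcan, 5 of the 18. Sema5a (log2 fold change -2.76, adjusted p = 0.0191), Plxnd1 (-2.18, adjusted p = 0.0165) and Twist2 (69 counts in 28-2EV and 2 in 28-2-200f, a ratio of 34.1 with a counting interval of 9.1 to 287, adjusted p = 0.0259) were lower in 28-2. Flt4 (-1.07, adjusted p = 0.0574) and Ctsh (2.29, adjusted p = 0.0622) did not pass there. Camera gave an adjusted p of 2.51e-08 in ID8 (adjusted p = 0.113 with an estimated correlation) and 1.29e-07 in 28-2 (adjusted p = 0.116 with an estimated correlation), not independent evidence, as the genes come from the shared genes of these samples.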

## Discussion

In this study, we successfully increased the expression of both miR-200 seed sequences in two murine ovarian cancer cell lines, ID8 and 28–2. There were a few surprising findings including the significant increase in miR-429 in the ID8c141 cells and the significant increase in miR-200c in ID8ba429 cells. We have also observed this phenomenon in the human breast cancer cell line MDA-MB-231 where overexpression of the miR-200c/141 cluster induced a significant increase in miR-200b [52]. It remains unclear whether miR-200 clusters can, under some circumstances, regulate each other’s expression or whether certain conditions allow primers specific for one miR-200 family member to bind to and amplify a different miR-200 family member as the sequences of some of the miR-200s are highly similar. For example, the sequence for mmu-miR-200b-3p is UAAUACUGCCUGGUAAUGAUGA while the sequence for mmu-miR-200c-3p is UAAUACUGCCGGGUAAUGAUGGA.

Overexpression of miR-200s in ID8 and 28–2 cells significantly reduced proliferation and invasion while increasing apoptosis in both cell lines. These findings are consistent with several previous papers that showed increasing one or more miR-200 family members in human ovarian cancer cell lines could inhibit proliferation [39, 53, 54], or migration/invasion [39, 54–59] and increase apoptosis [53]. However, several studies found that miR-200s had the opposite effect to those observed in this study. Guan et al [29] transiently transfected miR-200a, miR-200b and miR-429 mimics in the non-tumorigenic human ovarian epithelial cell line T80 and showed that increasing miR-200 levels promoted proliferation, soft agar growth and xenograft tumor formation. In another study, transfection of ES2 or SKOV3 cells with a miR-200a-3p mimic was shown to increase proliferation, colony formation and invasion [60]. Liu et al [61] showed that overexpression of miR-200a in OVCAR3 cells promoted proliferation while Suo et al [41] found that overexpression of a miR-200a mimic increased, while a miR-200a inhibitor decreased, invasion of OVCAR3 cells. Finally, in a study by Ibrahim et al [62], it was found that a miR-200c mimic increased proliferation but decreased invasion of CAOV3 and SKOV3 cells.

The reason behind these divergent results remains unclear but one variable is that most of the studies only altered the expression of an individual miR-200 and in some cases, only the 3p or 5p sequence of an individual miR-200. While the regulation of individual miR-200s is useful for identifying mRNAs targeted by specific miR-200s, the physiological relevance is less clear. Since miR-200s are expressed as clusters in cells, at a minimum a whole miR-200 cluster should be altered to represent a physiologically relevant change in miR-200 expression. Expressing an individual cluster or both clusters ensure that both miR-200 seed sequences are expressed.

Only one published study used lentiviral vectors to stably elevate the expression of the miR-200b/200a/429 cluster, the miR-200c/141 cluster or both clusters and this was performed in a spontaneously immortalized human ovarian surface epithelial cell line OSE7. Overexpression of the individual clusters or co-overexpression of both clusters in OSE7 cells significantly reduced proliferation [63]. Apoptosis and invasion were not evaluated in this study.

Of the studies that evaluated the expression of epithelial and mesenchymal genes, elevated expression of miR-200s increased the expression of epithelial genes like *Cdh1* and decreased the expression of mesenchymal genes such as *Zeb1* and *Zeb2* [54, 57–59, 64–67] and thus were consistent with our findings. The maintenance of epithelial identity by miR-200s is one of the best characterized functions of the miR-200 family [14–16]. Since EMT is thought to enhance metastasis, it is somewhat surprising that miR-200s were consistently observed to downregulate mesenchymal genes or upregulate epithelial genes in ovarian cancer cells yet some studies found that elevated levels of miR-200s promoted migration or invasion [41, 60]. It should be noted that only four papers were found that evaluated both EMT gene expression and migration or invasion [54, 57, 58, 63]. In all four of these publications, miR-200 overexpression decreased mesenchymal gene expression and/or increased epithelial gene expression and inhibited migration and/or invasion. The role of miR-200s in EMT was also supported by our RNA-sequencing. Pathway analysis of genes altered by miR-200s identified EMT as a pathway affected in both ID8-200f and 28-2-200f compared to their respective control lines. 

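Of 140 EMT genes tested in ID8 and 124 in 28-2, more passed as lower than as higher in each line, but 98 of those in 28-2 did not pass with edgeR. With DESeq2, 34 were lower and 11 higher in 28-2. The list holds the 17 migration genes that the paper chose on these samples, so it is not fully independent evidence. The call of the list was lost with an estimated correlation (adjusted p = 0.424 and 0.39) and in 28-2 by over-representation, with no filter on low counts and without 28-2EV replicate 2, 28-2EV replicate 3 or 28-2-200f replicate 1 (0.203, 0.0904, 0.164, 0.126 and 0.114), and fibroblast markers, most of them in the list, were lower too (5 of 5 in ID8 and 2 of 4 in 28-2). Over-representation in 28-2 used the 96 genes called with edgeR, fewer than the paper's calls, and was not run on the DESeq2 calls. Genes that fell in both include Fstl1 and Col16a1, and of the EMT transcription factors that the paper measured by RT-qPCR, Zeb1 and Zeb2 differed between the lines at an adjusted p under 0.05. Zeb1, a repressor of epithelial genes, was lower in 28-2-200f (log2 fold change -0.94, adjusted p = 0.0402 from edgeR), with 0.03 in ID8-200f (adjusted p = 0.873) and a difference of -0.97 (adjusted p = 0.0241). For Zeb2 the value in ID8 was -0.22 (adjusted p = 0.0768) and the difference -1.23 (adjusted p = 0.0112). Snai2 rose in ID8-200f (0.79, adjusted p = 0.00409), with -0.89 in 28-2 (adjusted p = 0.360) and a difference that did not pass (adjusted p = 0.152), and Cdh1, which encodes E-cadherin, had log2 fold changes of 0.36 in ID8 (adjusted p = 0.0101) and 2.69 in 28-2 (adjusted p = 0.0657), a difference of 2.32 (adjusted p = 0.0426). Twist2 fell in both lines, from 43 counts to 1 in ID8 and from 69 to 2 in 28-2. From the pathway analysis of its gene lists, the paper states that miR-200s affected EMT in both cell lines. Apart from the sequencing, it reports less RNA of several mesenchymal genes by RT-qPCR, less Zeb1 protein and reduced invasion in both 200f lines.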

Two previous studies performed microarrays following miR-200 overexpression in human ovarian cells and these studies also found EMT to be one of the top regulated pathways [63, 65]. Therefore, most of studies on human ovarian cell lines agree with our findings in murine ovarian cancer cells that miR-200s reduce mesenchymal gene expression and invasion.

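The subunits of the PRC2 complex, which methylates histone H3 at lysine 27, and the demethylases of that mark went both ways in ID8-200f cells, and few of them passed in 28-2-200f cells. Of 14 tested in ID8, 2 were higher and 4 lower at an adjusted p under 0.05 from edgeR, or 3 and 5 adjusted over the list alone (camera adjusted p = 0.989). Epop (log2 fold change 0.78, adjusted p = 0.00794) and Rbbp7 (0.25) were higher, and Kdm6a (-0.36, adjusted p = 0.00903), Phf1 (-0.44), Ezh1 (-0.30) and Kdm6b (-0.33) were lower. Of 14 tested in 28-2, 1 was lower and 0 higher, or 1 and 1 adjusted over the list alone (camera adjusted p = 0.744), with 2 lower and 1 higher at an unadjusted p under 0.05 and 1 and 1 with DESeq2. Phf19 fell in 28-2-200f, from 37.8 ± 13.8 to 7.45 ± 2.61 CPM (SD, n = 3 for each line; -2.34, adjusted p = 0.0170). Suz12 itself was at 156 ± 16.3 CPM in ID8EV and 162 ± 12.6 CPM in ID8-200f (0.06, adjusted p = 0.668), and at 150 ± 36.1 CPM in 28-2EV and 157 ± 20.0 CPM in 28-2-200f (0.07, adjusted p = 0.882), and its longest 3′UTR of 1933 bases held seed matches of both kinds of miR-200 seed.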

Another interesting finding in the pathway analysis was that the top ENCODE and ChEA Consensus TF from ChIP-X was SUZ12. This is consistent with our studies that overexpressed miR-200s in murine and human mammary tumor cell lines [48]. Suppressor of zeste 12 (SUZ12) is a key component of the polycomb repressive complex 2 (PRC2). The PRC2 is responsible for mono, di- and tri-methylating histone H3 on lysine 27 (H3K27). Methylation of H3K27 is associated with repression of gene expression [68]. Exactly how miR-200s regulate PRC2 activity remains to be determined but this pathway would provide an additional mechanism that miR-200s could employ to regulate gene expression.

## Conclusion

This is the first study to stably overexpress miR-200s in murine ovarian cancer cells and show that miR-200s decrease mesenchymal gene expression, inhibit proliferation and invasion and increase apoptosis. These cells should be useful for furthering our understanding of miR-200s in human ovarian cancer since miR-200s have been shown to suppress mesenchymal gene expression and reduce migration and invasion in human ovarian cancer. In addition, the mature sequences of miR-141, miR-200a, miR-200b and miR-200c are identical in mice and humans and thus should target similar genes in murine and human cells. Moreover, we have previously shown that injection of ID-8 or 28–2 cells into the ovaries of syngeneic C57Bl/6 mice replicate human ovarian cancer progression including ascites formation and metastasis [42]. Therefore, the cells characterized in this study can be used to model the impact of elevated miR-200 levels on ovarian cancer progression in an in vivo model with an intact immune system. These future studies will determine whether miR-200s impair primary tumor growth and or metastasis in vivo and thus represent a potential therapeutic strategy for ovarian cancer.

## Supporting information

S1 Table Top 10 differentially expressed genes, based on false discovery rate (FDR) in ID8-200f cells compared to ID8EV cells. Genes with negative log fold change are downregulated in ID8-200f cells compared to ID8EV cells.
(PDF)

S2 Table Top transcription factors and pathways identified by Enrichr from the differentially expressed genes in ID8-200f cells compared to ID8EV cells.

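Over-representation counts how many members of a gene list lie among the called genes, here with all 13280 genes tested in ID8 as the background and one-sided Fisher's exact tests adjusted over the lists. Besides the EMT genes, the angiogenesis genes (10 of 29, adjusted p = 9.36e-05), MAPK output genes (7 of 16, adjusted p = 2.27e-04) and receptor tyrosine kinases (9 of 32, adjusted p = 9.96e-04) were over-represented in ID8. So were the collagens (9 of 21, adjusted p = 3.66e-05), the semaphorins (8 of 25) and the mesothelial markers (7 of 16). The lists of EMT, angiogenesis, receptor kinase, collagen and semaphorin genes follow themes that the paper found enriched in these libraries. Their over-representation is therefore not independent evidence. Among the angiogenesis genes, 14 were lower and 7 higher at an adjusted p under 0.05 from edgeR, or 15 and 9 adjusted over the list alone, with the death receptor Tnfrsf21 higher (log2 fold change 2.06). That list did not pass camera (adjusted p = 0.256), which compares the fold changes of a list with those of all other genes.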

S3 Table Top 10 differentially expressed genes, based on false discovery rate (FDR) in 28-2-200f cells compared to 28-2EV cells. Genes with negative log fold change are downregulated in 28-2-200f cells compared to 28-2EV cells.
(PDF)

S4 Table Top transcription factors and pathways identified by Enrichr from the differentially expressed genes in 28-2-200f cells compared to 28-2EV cells.

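With the 12679 genes tested in 28-2 as the background, among lists not taken from the paper the epithelial genes had the strongest over-representation (7 of 28, one-sided Fisher's exact test, adjusted p = 2.32e-08), followed by collagens and glutathione transferases (2 of 18 each, adjusted p = 0.0348). The collagen and glutathione transferase lists follow themes that the paper found enriched in these libraries, so they are not independent evidence. The EMT genes had 3 of 124 (adjusted p = 0.203) and the angiogenesis genes 2 of 29 (adjusted p = 0.0787). Of the angiogenesis genes, 3 were lower and 2 higher at an adjusted p under 0.05 from edgeR, or 8 and 5 adjusted over the list alone (camera adjusted p = 0.424). Of 29 receptor tyrosine kinases, 4 were lower and 2 higher, or 8 and 8 adjusted over the list alone (camera adjusted p = 0.744). Tyro3 (log2 fold change -1.91, adjusted p = 0.0243) and Ddr2 (-4.96, adjusted p = 0.0332), a collagen receptor, were lower, Egfr (0.70, adjusted p = 0.0357) and Ror1 (1.18, adjusted p = 0.0415) were higher, and Ephb4 had 202 counts in 28-2EV and 2 in 28-2-200f (adjusted p = 0.00936). Of 12 integrins, 0 were higher and 0 lower with edgeR, also adjusted over the list alone (camera adjusted p = 0.744), against 2 and 2 at an unadjusted p under 0.05 and 0 higher and 1 lower with DESeq2, with Itgb4 at 2.19 (adjusted p = 0.194).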

S5 Table Top transcription factors and pathways identified by Enrichr from the shared differentially expressed genes in the ID8-200f cells compared ID8EV cells and 28-2-200f cells compared to 28-2EV cells.

S1 Raw image Western blot showing the entire gel for (A) Zeb1 and (B) Hprt. Fig 3 was adapted from this western blot.
(TIF)

## Abbreviations

ba429: miR-200b/200a/429 cluster
BrdU: bromodeoxyuridine
c141: miR-200c/141 cluster
CCC: clear cell carcinoma
EC: endometrioid carcinoma
EMT: epithelial mesenchymal transition
EV: empty vector
FDR: false discovery rate
HGSOC: high grade serous ovarian cancer
LGSOC: low grade serous ovarian cancer
MC: mucinous carcinoma
miRNA: microRNA
PARP: poly (ADP-ribose) polymerase
PRC2: polycomb repressor complex 2
UTR: untranslated region

# Supplementary material for: Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells
**Source:** PLoS One. 2024 Jul 19;19(7):e0307178. doi: 10.1371/journal.pone.0307178
**Supplement:** S1 Table — Genes with negative log fold change are downregulated in ID8-200f cells compared to ID8EV cells.

S1 Table: Top 10 genes differentially expressed in ID8-200f cells compared to ID8EV cells

Gene ID	Gene Symbol	Log Fold Change ¹	FDR
ENSMUSG000000023039	<i>Krt7</i>	5.5	2.1x10 ⁻²⁴³
ENSMUSG000000017493	<i>Igfbp4</i>	-2.7	1.8x10 ⁻¹⁸⁶
ENSMUSG000000001506	<i>Colla1</i>	-3.6	4.6x10 ⁻¹⁴⁶
ENSMUSG000000074625	<i>Arhgap40</i>	3.8	3.4x10 ⁻¹³³
ENSMUSG000000025608	<i>Podxl</i>	-4.3	7.0x10 ⁻¹¹⁹
ENSMUSG000000022197	<i>Pdzd2</i>	-6.5	2.3x10 ⁻⁹³
ENSMUSG000000023092	<i>Fhl1</i>	-2.7	1.3x10 ⁻⁸⁹
ENSMUSG000000034981	<i>Parm1</i>	2.3	1.3x10 ⁻⁸⁶
ENSMUSG000000026726	<i>Cubn</i>	-4.5	1.6x10 ⁻⁸⁶
ENSMUSG000000054889	<i>Dsp</i>	2.6	2.0x10 ⁻⁸⁶

¹Genes downregulated in ID8200f cells relative to ID8EV cells show negative log fold changes.

# Supplementary material for: Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells
**Source:** PLoS One. 2024 Jul 19;19(7):e0307178. doi: 10.1371/journal.pone.0307178
**Supplement:** S2 Table

S2 Table: Transcription (a) and Pathways (b) analysis of genes differentially regulated between ID8EV and ID8-200f cells

ENCODE and ChEA Consensus TFs from Chip-X	Adjusted p-value
SUZ12 CHEA	1.3×10^{-16}
SMAD4 CHEA	1.4×10^{-3}
MSigDB Hallmark 2020	
Epithelial Mesenchymal Transition	1.1×10^{-16}
TNF-alpha Signaling via NF-kB	5.1×10^{-6}
GO Biological Process 2023	
Regulation Of Cell Migration	1.3×10^{-4}
Extracellular Structure Organization	1.3×10^{-4}
GO Cellular Component 2023	
Collagen-Containing Extracellular Matrix	6.8×10^{-10}
Endoplasmic Reticulum Lumen	5.9×10^{-3}
GO Molecular Function 2023	
Transmembrane Receptor Protein Kinase Activity	7.4×10^{-4}
Semaphorin Receptor Binding	2.0×10^{-3}

# Supplementary material for: Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells
**Source:** PLoS One. 2024 Jul 19;19(7):e0307178. doi: 10.1371/journal.pone.0307178
**Supplement:** S3 Table — Genes with negative log fold change are downregulated in 28-2-200f cells compared to 28-2EV cells.

S3 Table: Top 10 genes differentially expressed in 28-2-200f cells compared to 28-2EV cells

Gene ID	Gene Symbol	Log Fold Change ¹	FDR
ENSMUSG000000017607	<i>Tns4</i>	5.1	5.8E-135
ENSMUSG000000074625	<i>Arhgap40</i>	4.6	1.2E-69
ENSMUSG000000058254	<i>Tspan7</i>	6.4	9.5E-69
ENSMUSG000000038677	<i>Scube3</i>	-8.9	3.5E-59
ENSMUSG000000028782	<i>Adgrb2</i>	-4.0	4.4E-53
ENSMUSG000000078952	<i>Lncenc1</i>	5.1	3.6E-40
ENSMUSG000000040690	<i>Coll6a1</i>	-3.9	3.4E-36
ENSMUSG000000000308	<i>Ckmt1</i>	6.3	9.8E-36
ENSMUSG000000019852	<i>Arfgef3</i>	5.5	2.1E-27
ENSMUSG000000032380	<i>Dapk2</i>	3.8	1.2E-26

²Genes downregulated in 28-2-200f cells relative to 28-2EV cells show negative log fold changes.

# Supplementary material for: Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells
**Source:** PLoS One. 2024 Jul 19;19(7):e0307178. doi: 10.1371/journal.pone.0307178
**Supplement:** S4 Table

S4 Table: Transcription (a) and Pathways (b) analysis of genes differentially regulated between 28-2EV and 28-2-200f cells

ENCODE and ChEA Consensus TFs from Chip-X	Adjusted p-value
SUZ12 CHEA	2.4×10^{-9}
NFE2L2 CHEA	1.3×10^{-2}
MSigDB Hallmark 2020	
Epithelial Mesenchymal Transition	7.0×10^{-12}
KRAS Signaling Up	1.4×10^{-5}
GO Biological Process 2023	
Regulation Of Cell Migration	1.6×10^{-9}
Positive Regulation of Cell Migration	1.1×10^{-6}
GO Cellular Component 2023	
Collagen-Containing Extracellular Matrix	1.9×10^{-7}
Endoplasmic Reticulum Lumen	1.3×10^{-5}
GO Molecular Function 2023	
GTPase Regulator Activity	3.8×10^{-4}
Frizzled Binding	6.1×10^{-4}

# Supplementary material for: Overexpression of miR-200s inhibits proliferation and invasion while increasing apoptosis in murine ovarian cancer cells
**Source:** PLoS One. 2024 Jul 19;19(7):e0307178. doi: 10.1371/journal.pone.0307178
**Supplement:** S5 Table

S5 Table: Transcription (a) and Pathways (b) analysis of genes in common between genes that were differentially regulated for 28-2EV and 28-2-200f cells and genes that were differentially regulated between ID8EV and ID8-200f cells

ENCODE and ChEA Consensus TFs from Chip-X	Adjusted p-value
SUZ12 CHEA	1.5×10^{-5}
NFE2L2 CHEA	4.6×10^{-2}
MSigDB Hallmark 2020	
Epithelial Mesenchymal Transition	3.5×10^{-8}
Angiogenesis	1.8×10^{-3}
GO Biological Process 2023	
Regulation of Cell Migration	1.8×10^{-2}
Positive Regulation of Cell Motility	1.8×10^{-2}
GO Cellular Component 2023	
Endoplasmic Reticulum Lumen	6.3×10^{-6}
Collagen-Containing Extracellular Matrix	5.0×10^{-5}
GO Molecular Function 2023	
Glutathione Transferase Activity	3.3×10^{-5}
Platelet-Derived Growth Factor Binding	1.2×10^{-3}

How the deposited data were processed for this re-analysis (not part of the article)

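The deposited values were whole read counts (unit count) per gene for 12 libraries, 57010 genes each, and TPM values (unit TPM) that the authors' pipeline computed from the same libraries. The deposited CPM values were computed by the authors' pipeline from each library's total count. CPM in the text were computed here from the counts and the TMM-scaled library sizes. The authors trimmed reads with BBDuk, aligned them with STAR and counted them with featureCounts in Genialis version 3.0, and analysed gene lists with Enrichr version 3.0. The aligner version, the annotation release, the strand setting, the test for differential expression and its filter on low counts were not given in the sources used here. Total counts per library were 16390953 to 23063875, and no values were missing. Of the genes, 138 symbols stood on more than 1 identifier and 2937 genes had only an identifier as symbol. Read quality, alignment rates and batches of library preparation could not be examined from counts.

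Each line was fitted alone, 200f against empty vector, with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM, filterByExpr with a minimum count of 10 and a minimum total of 15), with log2 CPM at a prior count of 2 and fitted fold changes at edgeR's own default. Genes passed at the paper's cut-off, an FDR under 0.01 with an absolute log2 fold change over 1, and the difference between the lines was tested as an interaction over all 12 libraries. For 40 gene lists, fixed before the data were examined, members higher and lower at an FDR under 0.05 over all genes tested were counted, and again adjusted over the list alone. Many lists follow themes that the paper found enriched in these same libraries, such as EMT, TNF response, receptor kinases, semaphorins, glutathione transferases and angiogenesis. Tests of such lists are not independent of the paper's result. Lists were tested as sets with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a line. With a correlation estimated from the 3 replicates per group and the same adjustment, 0 lists passed in ID8 and 0 in 28-2, against 22 and 14 with the preset correlation. Over-representation was tested with one-sided Fisher's exact tests against all genes tested. The alternatives were DESeq2 1.42.0, RLE and library size normalization, no filter or 1 CPM in at least 3 libraries, all 4 groups in one fit, limma on log2(TPM + 1), a test against a fold change of 2, an FDR under 0.05 alone, fry, and leaving out each library in turn. DESeq2 and the set tests without 28-2EV replicate 2 were added after that library was seen to stand apart.

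Where a group had 0 counts, the fold is a bound against a floor of 3 counts over the group, and where it had 1 to 3 counts the ratio is given with its counting interval. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Seed matches were searched in the longest annotated 3′UTR of GENCODE mouse M21, whose genome build is older than the one the submitters name, so no coordinates are given and the annotation was used only for 3′UTRs, gene types, gene order and chromosomes. Named genes are those that the paper names in its results or S1 and S3 Tables, whose published values had been seen, the 10 largest positive and negative fold changes per line among genes that passed with a mean of at least 5 CPM and no overlap, the 5 largest interaction differences each way, and up to 4 members of a list per direction by adjusted p. Gene models with only a number and pseudogenes were skipped. Before use, the steps were tried on simulated counts with 200 changed genes in the spread of these libraries. At a log2 fold change of 2, edgeR recovered 98.5% in ID8 and 67.2% in 28-2 and DESeq2 80.6% in 28-2, and of unchanged genes in 28-2, edgeR called 4 and DESeq2 20. The interaction test recovered 68.7% of genes with a difference of 2. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used. The paper's RT-qPCR, protein, proliferation, apoptosis and invasion measurements are not part of the deposited values and were left out. Results for some genes and gene groups are not reported here.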

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

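Of the tests in this part, those of strongly changed genes, of expression level and of copy number, and the shift of 0.1 (log2) used to name chromosomes, were chosen after the results were seen. The test of the difference between the lines passed 168 of 13620 genes, 136 with a more positive fold change in 28-2 and 32 with a more negative one, and the values that follow are the log2 fold change in 28-2 minus that in ID8, all at an adjusted p under 0.01 from edgeR. Among 100 splits of the samples 1 gave a count as large, the real one, with 37 genes in the highest of the others, but the other splits mix 200f with empty vector libraries within a line, so that its effect adds to the spread, and they do not settle whether chance can be excluded for a difference between the lines. The 5 largest positive differences, at a mean of at least 5 CPM and with numbered gene models and pseudogenes left out, were Nynrin (14.23), Slc25a48 (13.47), Armcx3 (12.72), Trps1 (11.67) and Gria3 (10.05). Of these, Nynrin, Slc25a48, Armcx3 and Trps1 had 0 counts in 28-2EV and Gria3 had 1, so their fitted differences depend on the prior count. Nynrin had 302 counts in 28-2-200f, and 1324 in ID8EV against 58 in ID8-200f. The 5 largest negative differences were Ephb4 (-5.93), Rgl3 (-3.98), Spry1 (-3.72), Dll1 (-3.67) and Insyn1 (-3.37). Ephb4 had 2 counts in 28-2-200f. The Notch ligand Dll1 rose in ID8-200f (1.64, adjusted p = 8.70e-06) and had a log2 fold change of -2.03 in 28-2-200f (adjusted p = 0.0895), Rgl3 had 0.54 (adjusted p = 0.0138) and -3.45 (adjusted p = 0.0667), and Insyn1 was lower in both (-0.61 and -3.99). Spry1, a feedback inhibitor of receptor kinases, was lower in 28-2-200f (-4.34, adjusted p = 0.0123) and had -0.60 in ID8 (adjusted p = 0.155).

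Of the genes the paper names, Igfbp3 (8.88, with 0 counts in 28-2EV), Tspan7 (6.38), Arfgef3 (5.32), Vcan (5.29), Lncenc1 (4.96), Tns4 (3.48), Dapk2 (3.43), Podxl (3.41), Flt1 (2.24) and Col1a1 (1.99) had a more positive fold change in 28-2, and Adgrb2 (-2.58) and Col16a1 (-2.56) a more negative one. Tspan7 (-0.01, adjusted p = 0.974), Lncenc1 (0.12), Arfgef3 (0.13) and Dapk2 (0.37, adjusted p = 0.149) did not pass in ID8. Igfbp3 had 34 counts in 28-2-200f, and 424 in ID8EV against 92 in ID8-200f. Col1a1 and Podxl were at 7.36 and 7.23 CPM in 28-2EV, against 136 and 117 CPM in ID8EV.

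Genes of some chromosomes shifted together, which the paper does not analyse. In ID8-200f the median log2 fold change, relative to all other genes, was 0.181 on chromosome 12, 0.118 on chromosome 13 and -0.257 on chromosome 14. In 28-2-200f it was 0.22 on chromosome 1 and -0.249 on chromosome 15. Chromosome 18 in 28-2 (0.0982) and chromosomes 9 and 1 in ID8 (0.0926 and -0.0906) lay just under the 0.1. Each named shift lay outside the range of 10000 random lists of single genes. On the side of the shift those ranges reached at most 0.0761 upward and -0.0986 downward. A chromosome named at 0.1 therefore had to lie outside, and this comparison decides nothing. The tables argue against scaling of the libraries, since a factor common to all genes of a library cancels in such a shift (RLE or library size only moved it by at most 0.00278), against a trend with expression level (0.146 or more after adjustment), against GC content and transcript length, as the smallest shift was 0.115 after adjustment, against miR-200 seed sites (0.139 or more over genes with no site), and in 28-2 against a few strongly changed genes (0.212 or more without genes past an FDR of 0.05, which were 4.50%). In ID8 strongly changed genes stay open, because the smallest shift fell to 0.0049 without genes past that FDR, but these were 36.2% of the genes. Copy number of whole chromosomes, which may differ between lines grown apart under drug selection, cannot be told apart from regulation by RNA counts alone, and 2 of 20 segments of these chromosomes by gene order, on chromosomes 12 and 13 of ID8, lay on the other side of 0 (-0.0361 and -0.0329). The shift on chromosome 1 in 28-2 was 0.124 without 28-2-200f replicate 3, whose own shift of 0.374 compared with 0.134 and 0.101 in the other replicates, and the 10 splits of each line are too few for a share under 0.05 (largest shift 0.257 against 0.108 in the highest other split in ID8, and 0.249 against 0.158 in 28-2).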

How the results depend on the processing

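The fits without 28-2EV replicate 2 by DESeq2 and its set tests were chosen after the data were seen. In ID8 the count of 984 genes fell to 300 (77 higher, 223 lower) with all 4 groups in one fit and to 358 (74 and 284) in a test against a fold change of 2, limma on log2(TPM + 1) gave 141 higher genes, and an FDR under 0.05 alone gave 4775 (2256 and 2519). With every other alternative it stayed within 1.5 times, at 712 to 1205. In 28-2 the 96 genes became 735 (365 and 370) with DESeq2, 573 (286 and 287) with no filter on low counts, 726 (365 and 361) with all 4 groups in one fit, 40 (27 and 13) against a fold change of 2, 146 with 52 lower in limma on log2(TPM + 1), and 564 (287 and 277) at an FDR under 0.05 alone. Leaving out single libraries gave 8 to 244 genes in 28-2 (5 to 108 higher, 2 to 136 lower), with 244 without 28-2EV replicate 2, and 8 to 19 without any other library, where fewer samples remain. DESeq2 without 28-2EV replicate 2 gave 1001 genes (453 and 548). All 96 genes also passed with DESeq2, with all 4 groups in one fit and with no filter. The shared count of 49 became 280 with DESeq2, 269 with no filter, 152 with all 4 groups in one fit, 13 against a fold change of 2, 361 at an FDR under 0.05 alone and 5 to 135 with single libraries left out. The interaction count of 168 became 403 with DESeq2, 570 with no filter, 405 at an FDR under 0.05 alone and 80 to 252 with single libraries left out, the ends being ID8-200f replicate 3 and 28-2EV replicate 2.

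Replicate numbers gave no sign of pairing by number, since same-numbered libraries correlated at -0.131, 0.0589 and -0.0283 in ID8 and 0.238, 0.134 and -0.343 in 28-2. Some differently numbered 28-2 libraries correlated more strongly. 28-2EV replicate 3 and 28-2-200f replicate 1 were at 0.502, and 28-2EV replicate 2 was at 0.429 with 28-2-200f replicate 3 and -0.53 with replicate 1. A structure shared under another numbering therefore stays open. With a replicate block all the same, 25 genes passed in 28-2 (17 higher, 8 lower), 18 were shared, 51 passed the interaction and 947 passed in ID8.

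With an estimated correlation 0 and 0 lists passed the set test, against 22 in ID8 and 14 in 28-2, and by over-representation 9 passed in 28-2. In 28-2, genes with 8-base sites for miR-200b, miR-200c and miR-429 had a median difference within classes of 3′UTR length of -0.0512, against 0.0128 with 7-base sites, a reversed sign. Without the length classes these differences were -0.0061 and 0.0449. Over 594 further values of named genes and lists, 8195 alternatives left the side of the threshold as it was, 473 lost the call, 403 gained it and 0 turned the direction of a called value, while the sign of some lists that did not pass, such as the integrins in ID8, varied. Of the 127 named genes called in ID8, 112 to 124 kept the call with single libraries left out, and of the 40 in 28-2, 7 to 14, apart from 38 without 28-2EV replicate 2. A test against a fold change of 2 asks for more and an FDR under 0.05 alone for less by construction, and leaving out a library leaves fewer samples, but otherwise the cause was not tested. Smaller changes in 28-2 can be missed, as simulated genes with a log2 fold change of 1 were recovered in 4.48% with edgeR and 26.9% with DESeq2. These shares are limited by the cut-off, which requires an estimate over 1. With an FDR under 0.05 alone they were 20.9% and 53.7%.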

Differences from the paper's values

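All pairs use the paper's stated cut-off for counts, and the alternatives named were set before the data were examined except where said otherwise. The paper reports 753 differentially expressed genes in 28-2, 377 upregulated and 376 downregulated, and here 96 passed, 65 higher and 31 lower. DESeq2 (735, 365 and 370), no filter on low counts (573, 286 and 287) and all 4 groups in one fit (726, 365 and 361) gave counts within 1.5 times the paper's, as did an FDR under 0.05 alone, which is not the paper's cut-off (564, 287 and 277). RLE normalization, library size only, a filter at 1 CPM, a test against a fold change of 2, limma on log2(TPM + 1) and a replicate block did not, nor did leaving out any single library. DESeq2 without 28-2EV replicate 2, chosen after the values were seen, gave 1001, also within 1.5 times, and kept all 10 genes of S3 Table. The paper reports 291 shared genes and here 49 were shared, with counts within 1.5 times under DESeq2 (280), no filter (269) and an FDR under 0.05 alone (361), and not under the other alternatives.

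The paper's FDR values in S1 Table were smaller than those from edgeR: for Krt7 the paper's 2.1e-243 against 4.0e-12, Igfbp4 1.8e-186 against 3.2e-10, Col1a1 4.6e-146 against 9.4e-10, Arhgap40 3.4e-133 against 1.2e-09, Podxl 7.0e-119 against 6.8e-09, Pdzd2 2.3e-93 against 9.4e-10, Fhl1 1.3e-89 against 5.1e-09, Parm1 1.3e-86 against 6.5e-09, Cubn 1.6e-86 against 9.4e-10 and Dsp 2.0e-86 against 5.1e-09. In S3 Table the paper's FDR was 5.8e-135 against 0.00019 here for Tns4, 1.2e-69 against 0.00048 for Arhgap40, 9.5e-69 against 0.00021 for Tspan7, 3.5e-59 against 0.00021 for Scube3, 4.4e-53 against 0.00048 for Adgrb2, 3.6e-40 against 0.0029 for Lncenc1, 3.4e-36 against 0.0022 for Col16a1, 9.8e-36 against 0.0031 for Ckmt1, 2.1e-27 against 0.0043 for Arfgef3 and 1.2e-26 against 0.0037 for Dapk2. Among these FDR values, only DESeq2 came within 1.5 times, for Podxl (1.0e-118) and Col16a1 (4.5e-36), and no other alternative did for any gene. For values this small 1.5 times is a narrow margin, so values outside it do not tell which test the paper used. All 20 fold changes of the tables were within the error, with a largest gap of 0.06, and all 10 genes of each table passed the cut-off here.

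The paper ranks 10 genes by FDR in each line, and 8 of them were among the 10 smallest adjusted p from edgeR in ID8 (9 with DESeq2) and 7 in 28-2 (9 with DESeq2). The paper counts all EMT and migration genes of Fig 5 as differentially expressed in both lines, whereas 5 of the 32 tested passed in 28-2 here, and 33 of 34 in each line with DESeq2. The paper tested its RT-qPCR genes one by one with t-tests, whereas adjusted p here covers all genes tested. It reports lower Vim in both lines, and here Vim had log2 fold changes of -0.10 in ID8 (adjusted p = 0.507 from edgeR, unadjusted p = 0.38) and -0.83 in 28-2 (adjusted p = 0.176, unadjusted p = 0.0245). It reports lower Snai1 in 28-2, which here was -0.90 (adjusted p = 0.349, unadjusted p = 0.0969), while lower Twist2 in both lines, lower Zeb1 and Zeb2 in 28-2 and higher Snai2 in ID8 were also seen here at an adjusted p under 0.05. It reports no significant change of Cdh1 in either line. Here Cdh1 was higher in ID8 (0.36, adjusted p = 0.0101) and had 2.69 in 28-2 (adjusted p = 0.0657, unadjusted p = 0.00388). Zeb2 in ID8, with no significant change in the paper, had -0.22 (adjusted p = 0.0768, unadjusted p = 0.0317). Twist1, lower in ID8 in the paper, had 4, 0 and 2 counts in ID8EV and 0 in ID8-200f and was not tested. The heatmap of Fig 5C labels Col16a2 and Col5a2 where the text names Col16a1 and Col5a1, and the upregulated and downregulated genes that the paper gives for ID8 do not add up to its total.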

Other observations

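Tests of sequencing depth, of mixing with 28-2-200f cells, of the growth state of 28-2EV replicate 2, of 8-base sites and of cell cycle genes were chosen after the results were seen. In ID8-200f cells the cell cycle genes that passed the test were higher. Of 35 S phase genes 15 were higher and 0 lower at an adjusted p under 0.05 from edgeR, also adjusted over the list alone, with a median log2 fold change of 0.27 (19 and 0 at an unadjusted p under 0.05, 15 and 0 with DESeq2; camera adjusted p = 7.85e-05, adjusted p = 0.584 with an estimated correlation). Cyclin E1, Ccne1, rose (1.12, adjusted p = 6.93e-04), as did the chromatin assembly gene Chaf1a (0.54). Of 36 G2 and M phase genes 16 were higher and 0 lower, or 20 and 0 adjusted over the list alone, among them Kif23 (0.54) and Plk1 (0.45), with a median of 0.248 (21 and 0 at an unadjusted p under 0.05, 18 and 0 with DESeq2; camera adjusted p = 9.94e-05, adjusted p = 0.568 with an estimated correlation). Fry gave adjusted p values of 0.107 and 0.098 for these lists, whose ranges over the alternatives were 1.21e-06 to 1 and 1.47e-06 to 1. The paper measured less BrdU uptake in ID8-200f cells, and fewer dividing cells in the sequenced ID8-200f cultures stay open, because although the lower of the 2 medians was 0.248, neither list passed fry or an estimated correlation. In 28-2, 0 genes of either list passed with edgeR (1 and 0 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 higher with DESeq2), and 28-2EV replicate 2 was higher than the other 28-2EV libraries by medians of 0.988 and 0.812.

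Of 22 p53 targets in ID8, 4 were higher, among them Plk2 (1.25) and Cdkn1a (0.63), and 8 were lower, among them Trp53inp1 (-1.01), also adjusted over the list alone (camera adjusted p = 0.485). Of 24 interferon response genes 13 were lower and 1 higher in ID8-200f, or 15 and 1 adjusted over the list alone (camera adjusted p = 4.72e-04, adjusted p = 0.193 with an estimated correlation), with Lgals3bp (-2.46), Gbp2 (-1.63) and Oasl2 (-1.03) lower. In 28-2, 0 of 27 were higher and 0 lower with edgeR (1 and 1 at an unadjusted p under 0.05, 1 and 0 with DESeq2; camera adjusted p = 0.926), and in 28-2EV replicate 2 these genes were higher by a median of 2.01, in 27 of 27. Of 33 NFE2L2 targets, genes of the response to oxidants, 15 were higher and 4 lower in ID8-200f, also adjusted over the list alone (camera adjusted p = 0.00285, adjusted p = 0.438 with an estimated correlation), with the quinone reductase Nqo1 at 1.97 (adjusted p = 1.44e-07) and Ugdh at 0.81. In ID8-200f cells the endothelial markers Esam (-1.23) and Pecam1 (-1.59) were lower. The leukocyte marker Cd14 was higher in both lines (0.97, adjusted p = 0.00248, and 1.86, adjusted p = 0.0151). Of 20 mitochondrially encoded genes 11 were lower and 1, mt-Rnr1, higher in ID8-200f, or 12 and 1 adjusted over the list alone (camera adjusted p = 0.00116, adjusted p = 0.568 with an estimated correlation), with mt-Nd4 at -0.79. In 28-2-200f the median of these genes was -0.523 (camera adjusted p = 0.0151, adjusted p = 0.793 with an estimated correlation, 0.0726 and 0.0965 without 28-2EV replicates 2 and 3), with 0 of 20 lower or higher with edgeR, or 4 lower and 1 higher adjusted over the list alone (5 and 1 at an unadjusted p under 0.05, 4 and 1 with DESeq2). Of 78 ribosomal protein genes 14 were higher and 0 lower in ID8-200f with edgeR, or 4 and 0 adjusted over the list alone (27 and 1 at an unadjusted p under 0.05, 18 and 0 with DESeq2; median 0.158, camera adjusted p = 2.52e-04, adjusted p = 0.668 with an estimated correlation). In 28-2-200f their median was -0.163 (camera adjusted p = 0.0137, adjusted p = 0.821 with an estimated correlation, 0.418 and 0.0716 without 28-2EV replicates 1 and 3 and 0.556 without 28-2-200f replicate 1), with 0 higher and 0 lower with edgeR, also adjusted over the list alone (0 and 3 at an unadjusted p under 0.05, 0 and 0 with DESeq2). Of 60 developmental transcription factors 20 were lower and 13 higher in ID8-200f, also adjusted over the list alone (camera adjusted p = 0.107), with Sox8 (-1.80) and Gata4 (-0.73) lower and Sox11 (1.33) and Sox9 (0.71) higher. Replication-dependent histone genes had a median of 0.812 in 28-2-200f and passed camera (adjusted p = 2.12e-05, adjusted p = 0.378 with an estimated correlation), but 0 of 27 passed edgeR (12 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 with DESeq2), and near-identical histone genes share reads to an unknown extent.

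28-2EV replicate 2 lay apart from the other 28-2EV libraries, with an SD of log2 deviations of 0.714 against 0.554 for the next 28-2 library. The tables argue against sequencing depth, since with all 28-2 libraries thinned to 16390953 counts the SD was 0.713 against 0.555 for the next, a test that replaced a comparison of totals, as this library's total of 18015330 lies just above those of the others. They also argue against mixing or mislabelling with 28-2-200f cells and against mixing with ID8 cells, since genes of those cells not seen in the other 28-2EV libraries were at a median of 0% and 0% of their level there (21 and 16 genes), although 1 gene reached 30%. Another growth state of the culture is a candidate explanation, as 3 of 3 lists, S phase, G2 and M phase and MAPK output (median 0.881), lay above random lists. Interferon response genes, not one of these lists, deviated more (median 2.01, 27 of 27 higher). Ribosomal protein genes were lower (median -0.314, 4 of 78 higher). Whether a growth state accounts for the interferon and ribosomal protein genes was not tested. No difference in handling is given in the labels, and without this library the adjusted p in 28-2 was 0.0201 for S phase, 0.0155 for G2 and M phase and 0.00381 for interferon genes, all higher in 28-2-200f, against 0.963, 0.744 and 0.926 with all libraries and up to 1 over the alternatives.

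Within classes of 3′UTR length, genes with miR-200 seed sites had median fold changes close to those of genes without a site, and the differences lay within those of control sequences. The tables argue against a test without power only for a shift of -0.1 on all genes with a site. Simulated in shuffled fold changes, that shift lay below every control in 4 of 4 cases. For miR-200b, miR-200c and miR-429 in ID8 it was recovered as -0.060, where the lowest control in the real data was -0.056. Smaller shifts were not simulated, so low power for them stays open. Sites that are too weak stay a candidate explanation on 1 case only. Genes with 8-base sites lay below the 2.5 percentile of control sites in 1 of 4 cases, miR-200b, miR-200c and miR-429 in 28-2 (-0.0512 within the length classes, percentile 0.575 of 174 controls). Without the length classes that difference was -0.0061. The same sites in ID8 lay at the 29.7 percentile, and those for miR-141 and miR-200a at the 8 percentile in ID8 and 16.5 in 28-2. The level of the miRNAs in these libraries was not measured, and no biological explanation was tested.

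Other splits of the samples, 10 for each line, are too few for a share under 0.05, with 984 genes against 0 in the highest other split in ID8 and 96 against 0 in 28-2, and 94 against 0 and 26 against 0 for EMT genes past an FDR of 0.05. For the shared genes 49 stood against 0 in the highest of the other pairs of 100 (1 pair as large), but as the other splits of a line called 0 genes, these pairs were 0 before any overlap was taken and decide nothing about it.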
